# Identification of miR-27b as a Novel Signature from the mRNA Profiles of Adipose-Derived Mesenchymal Stem Cells Involved in the Tolerogenic Response

**DOI:** 10.1371/journal.pone.0060492

**Published:** 2013-04-16

**Authors:** Kuang-Den Chen, Shigeru Goto, Li-Wen Hsu, Tzu-Yang Lin, Toshiaki Nakano, Chia-Yun Lai, Yen-Chen Chang, Wei-Teng Weng, Yur-Ren Kuo, Chih-Chi Wang, Yu-Fan Cheng, Yen-Ying Ma, Chih-Che Lin, Chao-Long Chen

## Abstract

Adipose-derived mesenchymal stem cells (adipose-derived MSCs, ASCs) possess the ability to differentiate into multiple tissue types and have immune-modulatory properties similar to those of MSCs from other origins. However, the regulation of the MSC-elicited immune-modulatory activity by specific microRNA (miRNA) mechanisms remains unexplored. Gene expression profiling with knowledge-based functional enrichment analysis is an appropriate approach for unraveling these mechanisms. This tool can be used to examine the transcripts and miRNA regulators that differentiate the rat tolerogenic orthotopic liver transplantation (OLT; DA liver into PVG) and rejection OLT (DA liver into LEW) models. In both models, the rejection reaction was observed on postoperative day 7∼14 (rejection phase) but was overcome only by the PVG recipients. Thus, the global gene expression patterns of ASCs from spontaneously tolerant (PVG) and acute rejecting (LEW) rats in response to LPS activation were compared. In this study, we performed miRNA enrichment analysis based on the analysis of pathway, gene ontology (GO) terms and transcription factor binding site (TFBS) motif annotations. We found that the top candidate, miR-27, was specifically enriched and had the highest predicted frequency. We also identified a greater than 3-fold increase of miR-27b expression in the ASCs of tolerant recipients (DA to PVG) compared to those of rejecting recipients (DA to LEW) during the rejection phase in the rat OLT model. Furthermore, our data showed that miR-27b knockdown has a positive influence on the allosuppressive activity that inhibits T-cell proliferation. We found that miR-27 knockdown significantly induced the expression of CXCL12 in cultured ASCs and the expression of CXCL12 was responsible for the miR-27b antagomir-mediated inhibition of T-cell proliferation. These results, which through a series of comprehensive miRNA enrichment analyses, might be relevant for stem cell-based therapeutic applications in immunosuppressive function using ASCs.

## Introduction

Mesenchymal stem cells (MSCs) are resident mesoderm-derived stromal cells from the bone marrow, peripheral blood, and adipose tissue. MSCs are defined as adherent, fibroblastoid-like cells with the capacity to differentiate into mesenchymal and non-mesenchymal cell lineages [1]. In addition to their potential for clinical applications in tissue repair, bone marrow-derived MSCs (BM-MSCs) are potent immune modulators that are involved in various immune disorders [1]–[5]. Because of their high accessibility, MSCs isolated from liposuctioned fat tissues (adipose-derived MSCs or ASCs) have emerged as an attractive resource for cell therapy. ASCs have also been reported to inhibit the activation, proliferation, and function of immune cells, including T cells, B cells, NK cells, and antigen-presenting cells (APCs) [5], [6]. Because of their biological properties, such as their ability to undergo differentiation and mediate immunosuppression, ASCs constitute an interesting cell population to consider for cell therapy and regeneration treatment.

MicroRNAs (miRNAs) are a species of single-stranded small non-coding RNAs that are 21–23 nucleotides in length. They exert their effects by annealing to complementary sites in the 3′UTR of target mRNAs. miRNAs inhibit de novo protein synthesis of the target mRNA by repressing the translation of the transcript or by accelerating transcript breakdown. They regulate the expression of the majority of protein-coding transcripts. Many cellular processes, including proliferation, differentiation, apoptosis, and hematopoiesis are regulated by miRNAs [7]–[9]. Recent evidence indicates that miRNAs are pivotal in controlling immune responses and suggests that abnormalities in miRNAs are associated with diseases [10]. Moreover, several miRNAs have recently been shown to downregulate Toll-like receptor (TLR) signaling. This signaling pathway plays an important role in innate immunity through the recognition of pathogenic molecules and also mediates the recruitment of the adaptive immune response [11], [12]. However, the current knowledge of the miRNAs involved in the immuno-modulatory abilities of the MSCs is limited. Therefore, exploring putative miRNA regulators and the role of miRNAs in the immunosuppressive activity of MSCs may help identify novel targets to augment the therapeutic potential of these cells after transplantation. The purpose of this study was to identify the transcripts and specific pathways that are differentially expressed between the ASCs isolated from naïve recipient rats with acute rejection (LEW) and spontaneous tolerance (PVG). We determined the transcriptional profiles of these two populations of cells with and without LPS stimulation. Pathway- and gene ontology (GO)-based enrichment analyses and combinatorial analysis with previously curated miRNA annotations were applied to the transcriptional data. Further, we aimed to gain insight into the global regulatory organization of transcriptional networks differentially activated in the ASCs of the LEW and PVG rats. To achieve this goal, we further screened *cis*-regulatory promoter motifs computationally using the PRIMA algorithm to reveal the transcription factors (TFs) that were differentially expressed between the conditions [13]. We also identified GO terms that were significantly enriched in the identified TFs to validate the *in silico* consistency of associated functions.

## Results

### Differentially expressed transcripts in the ASCs

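ASCs of LEW rats, the strain with acute rejection, and of PVG rats, the strain with spontaneous tolerance, were profiled on 8 Illumina RatRef-12 arrays, 4 per strain. The cells came from inguinal and interscapular fat and were cultured without or with LPS, the bacterial endotoxin that is sensed through TLR4, at 1 µg/ml. They were harvested at 24 h and at 48 h, and each array held the pooled RNA of 3 rats. Each strain and treatment was thus measured on 2 arrays, 1 per time point, which were taken as replicates of their group. The p-values measure the spread between the 24 h and 48 h arrays of pooled cells, not the spread between rats. The deposited signals are bead summaries on a linear scale for 22523 probes, each with a detection p against the negative controls of its array, and 13793 of these probes carried a gene symbol. They were neither background-subtracted nor normalized between arrays, and a second deposited table holds quantile-normalized signals of the same arrays. The signals were scaled to a common 75th percentile, a step that the methods describe, and taken to the log2 scale. The 9552 probes with a detection p under 0.05 on both arrays of at least 1 of the 4 groups were fitted with limma, which covered 7114 probes with a gene symbol. A probe passed the test at a Benjamini-Hochberg adjusted p under 0.05. Differences on the log2 scale are given as PVG minus LEW or as LPS minus control, with the standard error of the fit, and where a gene had several probes the brightest was used. A fold is given as a lower bound where the dimmer group was undetected on all of its arrays, and where it was undetected on some of them the size of the difference depends in part on the background. The 27 lists of pathway genes and cell type markers used below were fixed before the data were examined and were compared with all other genes by camera, with a preset correlation between genes of 0.01. When changes of 1 on the log2 scale were added to simulated data of this design, limma recovered 92.5% of the strain differences, 68.7% of the LPS responses in LEW and 44.8% of the strain by LPS interactions.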

Messenger RNA was isolated from the ASCs of naïve LEW and PVG rats with and without LPS treatment for 24 h or 48 h. The samples were prepared for hybridization to microarrays and analyzed as described in the Materials and Methods. This approach allowed us to examine the differences in ASC function between the LEW and PVG rats. All microarrays displayed high signal to noise ratios. 

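Several genes that fibroblast-like cells express gave signals far above the background of the arrays. The cytoskeletal protein gene Actb had a mean scaled signal of 39915 in LEW and 50303 in PVG (geometric means, n = 4 arrays each), and the ribosomal protein gene Rplp0 had 49680 and 52446. Vim, which encodes the intermediate filament protein of mesenchymal cells, had 4702 in LEW and 4114 in PVG, and the MSC surface marker Thy1 had 1974 and 1484. By contrast, Ptprc, the gene of the pan-leukocyte marker CD45, and Cdh5, the gene of an endothelial cadherin, were undetected on all 8 arrays, with mean signals of 67.5 in LEW and 68.5 in PVG for Ptprc and of 62.6 and 60.9 for Cdh5. Of the 12 reference genes with a probe, 11 were detected on all 8 arrays. By their brightest probes, none of the 11 that were tested passed between the strains or with LPS in limma, and 3 had an unadjusted p under 0.05 between the strains and 1 with LPS. The methods' 2-way analysis of variance, run without moderation, also passed none of them, and with the time point as a block 1 passed between the strains and 1 with LPS. Dimmer probes of Actb did pass between the strains in limma, with log2 differences of 0.82 and 0.605 (adjusted p = 0.0125 for the latter). Before scaling, the median over the 8 arrays was 48.4 for the lowest signal and 76.6 for the middle signal of an array. The 99th percentile of the signals was 76.6 to 95.6 times the median, with a median of 82.8. The number of arrays limits the precision of each value.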

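The MSC and fibroblast markers had 15 of 20 genes detected on all 8 arrays, among them Thy1, the integrin gene Itgb1, the PDGF receptor gene Pdgfra and the 5'-nucleotidase gene Nt5e. Hypoxia and glycolysis genes were detected on all arrays in 30 of 32 cases and cholesterol biosynthesis genes in 17 of 18. Of the markers of other cell types, 19 of 28 for macrophages and leukocytes, 16 of 26 for skeletal muscle, 8 of 18 for endothelium, 7 of 25 for adipocytes, 6 of 15 for mesothelium, 3 of 11 for Schwann and neural cells, 3 of 9 for pericytes and 3 of 27 for smooth muscle and contractile cells were undetected on every array. Undetected adipocyte markers included Adipoq and Lep, the hormone genes of mature adipocytes. Among cytokines, 17 of 25 interleukins and other cytokines and 10 of 29 chemokines were undetected on every array. Tlr4, the receptor gene for LPS, was undetected on all arrays, with a mean signal of 75.2 in LEW and 73.1 in PVG, while the genes of its co-receptor Cd14 and its adaptor Myd88 were detected on all 8. On the single arrays, probes with a detection p under 0.05 numbered 9509 and 8947 in LEW control ASCs at 24 h and 48 h, 9101 and 9228 with LPS, 9477 and 9028 in PVG control ASCs, and 9350 and 9017 with LPS. These are 39.7% to 42.2% of all probes. A detection p under 0.05 on at least 1 array was reached by 11548 probes (51.3%), and on all 8 arrays by 7471. With a detection p under 0.2 the count was 16132, and under 0.4 it was 20167 (89.5%). All 4 LEW arrays detected 7948 probes and all 4 PVG arrays 8027, of which 73 were detected on no PVG array and 68 on no LEW array.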

Overall, 20177 of the total of 22523 probes (89.6%) showed at least 1 P (present) or M (marginal) flag compared to background. 

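Genes that differed between the ASCs of both strains included some of antigen presentation, development and extracellular matrix. S100b, a calcium-binding protein gene of neural and adipose cells, was 12.2-fold lower in PVG than in LEW ASCs (log2 difference -3.60, standard error 0.11, adjusted p = 1.14e-06 from limma, n = 4 arrays per strain), and was detected on 1 of the 4 PVG arrays. Tbx15, a transcription factor gene of limb and subcutaneous fat development, was 9.26-fold lower (log2 difference -3.21, standard error 0.12, adjusted p = 1.86e-06), and Dcn, which encodes the matrix proteoglycan decorin, was 14.2-fold lower (log2 difference -3.83, standard error 0.33, adjusted p = 0.000116). Psmb8, an immunoproteasome subunit gene, was 7.81-fold higher in PVG (log2 difference 2.97, standard error 0.14, adjusted p = 7.67e-06), and Ptgis, the prostacyclin synthase gene, was 6.86-fold higher (log2 difference 2.78, standard error 0.20, adjusted p = 4.49e-05). Of 26 MHC and antigen presentation genes, 11 were higher in PVG and 8 lower (11 and 9 when adjusted over the list alone). They went both ways for class I genes of the rat MHC: RT1-A2 was at least 5.23-fold higher in PVG and RT1-A3 4.05-fold higher, whereas RT1-A1 was 4.85-fold lower, and the list as a whole had a camera adjusted p of 0.259. The paper lists different MHC haplotypes for PVG and LEW, so that for RT1 genes a sequence variant under the probe cannot be told apart from a difference in expression. Of 21 interferon-stimulated genes, 8 were higher in PVG and 1 lower (9 and 3 when adjusted over the list alone), with Oasl2 at least 3.37-fold higher (camera adjusted p = 0.00706, and adjusted p = 0.502 with an estimated correlation). Among 30 fibrillar and basement membrane matrix genes, 7 were higher and 7 lower (11 and 10 when adjusted over the list alone): the collagen gene Col15a1 was 4.59-fold higher, and Lum, which encodes lumican, was 8.17-fold lower. Of 17 matrix-degrading enzymes and inhibitors, 8 were lower in PVG, such as the aggrecanase gene Adamts5 (3.76-fold) and the cathepsin gene Ctsl (2.09-fold), and 1 was higher (9 and 2 when adjusted over the list alone, camera adjusted p = 0.00323, and adjusted p = 0.502 with an estimated correlation). In all, 1425 of the 9552 probes differed between the strains, 712 higher and 713 lower in PVG, 301 of them by at least 2-fold. LPS changed 216 probes, 139 up and 77 down, and the strain by LPS interaction passed for 3, so that 1525 probes passed for strain, LPS or the interaction. Fitting the time point as a block raised these counts to 2232 for strain, 585 for LPS (308 up and 277 down) and 6 for the interaction, and the methods' 2-way analysis of variance gave 465, 9 and 0, the last with 301 probes at an unadjusted p under 0.05 (253 in limma). The strain count fell to 851 without the LEW control 48 h array, 911 without the PVG control 24 h array and 902 without the PVG LPS 24 h array. The LPS count was 482 without the LEW LPS 24 h array, 121 and 88 without the LEW control array of 24 h and of 48 h, 59 and 29 without those of PVG, and 120 and 87 without the PVG LPS arrays. The interaction count was 34 without the LEW LPS 24 h array, 5 without that of 48 h, and 0 without any 1 of the other 6. Leaving out 1 array leaves its group at 1 time point, so that strain or LPS is then partly mixed with time. Where that group does not enter a difference, only the estimate of the spread changes, alike for both of its arrays. Each gene named here kept its call without any 1 array, although a sequence variant under a probe can also shift a strain difference.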

From the 20177 probes 287 transcripts were found to be differentially expressed between naïve LEW and naïve PVG ASCs with and without different durations of LPS treatment using 2-way ANOVA with a false discovery rate below 5% of Benjamini-Hochberg correction. Furthermore, 718 differentially expressed transcripts were identified using another statistical criterion, each with a ≥1.5 fold change between the LEW and PVG groups treated with LPS for 24 h. 

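Genes that differed between the LPS-treated ASCs of both strains included contractile and interferon-stimulated ones. Lxn, which encodes the carboxypeptidase inhibitor latexin, was 7.49-fold higher in PVG (log2 difference 2.91, standard error 0.19, adjusted p = 9.72e-05 from limma, n = 2 arrays per group), and Vcam1, an adhesion molecule gene for leukocytes, was 4.96-fold higher (log2 difference 2.31, standard error 0.17, adjusted p = 2e-04, detected on 1 of the 2 LEW arrays). Cxcl13, a chemokine gene for B cells that was undetected on all PVG arrays, was at least 3.79-fold higher in LEW (log2 difference -2.03, standard error 0.29, adjusted p = 0.00462), and Ptges, the gene of an inducible prostaglandin E synthase, was 3.99-fold higher in LEW and detected on 1 of the 2 PVG arrays. Wfdc18, a gene of the whey acidic protein family, was 29.0-fold higher in LEW (log2 difference -4.86, standard error 0.63, adjusted p = 0.00292). Of 24 smooth muscle and contractile genes, 13 were higher in PVG (17 when adjusted over the list alone, camera adjusted p = 1.28e-15, and adjusted p = 0.354 with an estimated correlation). Of 21 interferon-stimulated genes, 5 were higher in PVG (11 higher and 1 lower when adjusted over the list alone, 9 with the time point as a block, camera adjusted p = 4.55e-05, and adjusted p = 0.354 with an estimated correlation), with Ifi44 2.02-fold higher and detected on 1 of the 2 LEW arrays. The call of Ifi44 was lost without either PVG control array or the PVG LPS 24 h array (adjusted p up to 0.0941). Of 31 hypoxia and glycolysis genes, 9 were higher in LEW and 1 in PVG (15 and 1 when adjusted over the list alone, camera adjusted p = 0.000291, and adjusted p = 0.38 with an estimated correlation). Among 19 NF-kB response and feedback genes, 3 were higher in LEW and 1 in PVG (7 and 3 when adjusted over the list alone, 8 with the time point as a block), and 2 of 7 mesothelial markers were higher in PVG (3 when adjusted over the list alone). Both lists had a camera adjusted p of 0.0426, and adjusted p = 0.703 and adjusted p = 0.354 with an estimated correlation, in this order. The call of the NF-kB list was lost without any PVG array or the LEW LPS 48 h array (adjusted p up to 0.161), and that of the mesothelial list without either PVG control array or the PVG LPS 24 h array (adjusted p up to 0.0815). Over the LPS-treated arrays of both time points, 578 probes differed between the strains, 280 higher and 298 lower in PVG. This count was 1189 with the time point as a block, 63 by the methods' analysis of variance, 989 and 295 without the LEW LPS array of 24 h and of 48 h, and 232 and 247 without those of PVG. At 24 h alone, where each strain had 1 array and no test applies, 719 probes differed by at least 1.5-fold, 328 higher and 391 lower in PVG, and 552 of them also did at 48 h, 551 in the same direction.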

The Mann-Whitney unpaired test with the Benjamini-Hochberg multiple testing correction and a statistical threshold of p-value <0.05 was applied, and 191 out of the 718 transcripts intersected with those found in the 2-way ANOVA. Moreover, the results of 625 transcripts for differential expression with and without LPS treatment in either LEW or PVG were identified with ≥1.5 fold change, and 85 transcripts intersected with those found in in 2-way ANOVA (Figure 1A). 

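The probes that shared a fold change between the LPS-treated groups at 24 h and a call in the test of strain, LPS and their interaction included those of Tgfb3, Des and Actg2, which are members of cluster 1 of the study, and of Mmp3, which encodes the matrix metalloproteinase stromelysin-1. In LPS-treated ASCs, Mmp3 was 15.7-fold higher in LEW than in PVG (log2 difference -3.98, standard error 0.25, adjusted p = 8.9e-05 from limma, n = 2 arrays per group), and the gene of the adrenomedullin precursor, Adm, was 3.18-fold higher in LEW. Of the 719 probes of the fold list, 637 also passed the limma test, and 469 of the 718 that were tested passed for the strain difference in LPS-treated ASCs itself. The overlap was 277 with the methods' 2-way analysis of variance in place of limma, and 959 after background correction with neqc, for which the fold list held 1439 probes.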

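LPS induced genes of the TLR and NF-kB pathways in the ASCs of both strains. Tlr2, which encodes a receptor for bacterial lipoproteins, rose 7.37-fold in LEW (log2 difference 2.88, standard error 0.11, adjusted p = 1.7e-05 from limma, n = 2 arrays per group) and 7.20-fold in PVG (log2 difference 2.85, adjusted p = 7.09e-06, detected on 1 of the 2 PVG control arrays). Tnip1, the gene of an inhibitor of NF-kB, rose 2.41-fold in LEW and 2.75-fold in PVG (adjusted p = 0.00117 and 0.000614), and Mt1, the gene of the metal-binding protein metallothionein 1, rose 4.37-fold and 12.1-fold (adjusted p = 0.000824 and 1.99e-05). Irak3, an inhibitor gene of TLR signalling, rose 2.98-fold in LEW (adjusted p = 0.0032), and in PVG it rose 2.29-fold, a call lost without the PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.260). Lcn2, which encodes the iron-binding protein lipocalin 2, rose 86.2-fold in LEW (log2 difference 6.43, standard error 0.88, adjusted p = 0.0219), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h or PVG control 48 h array (adjusted p up to 0.155), and in PVG it had an adjusted p of 0.0912. The PVG control arrays do not enter the difference within LEW, and leaving out either changes only the estimate of the spread. The interaction of strain and LPS had a log2 value of -1.83 for Lcn2 (adjusted p = 0.999), a size that depends on the background, since Lcn2 was undetected in PVG control ASCs. Of 19 NF-kB response and feedback genes, 8 rose in LEW and 5 in PVG (18 and 14 when adjusted over the list alone, 13 and 7 with the time point as a block), with a camera adjusted p of 2.68e-25 and 5.35e-23, and adjusted p = 0.107 and adjusted p = 0.0608 with an estimated correlation. Among 16 chemokines, 5 rose in each strain (8 in LEW and 11 in PVG when adjusted over the list alone, 8 in each with the time point as a block), with a camera adjusted p of 7.50e-13 in LEW and 1.03e-21 in PVG, and adjusted p = 0.107 and adjusted p = 0.0600 with an estimated correlation. LPS changed 62 probes in LEW, 51 up and 11 down, and 30 in PVG, 27 up and 3 down, with 16 shared probes that all went the same way. With the time point as a block the counts were 336 and 172, and by the methods' analysis of variance 4 and 4. The LEW count was 306 without the LEW LPS 24 h array, 39 without that of 48 h, 27 and 17 without the LEW control array of 24 h and of 48 h, and 14 without either PVG control array. The PVG count was 105 without either LEW LPS array, 9 and 6 without the PVG control array of 24 h and of 48 h, and 12 without the PVG LPS 48 h array. By fold change at 24 h alone, where no replicates exist, 623 probes changed at least 1.5-fold in either strain. These were 337 in LEW (172 up and 165 down) and 401 in PVG (184 up and 217 down), and after quantile normalization the PVG probes were 205 up and 120 down. Of the 623 probes, 306 also passed the limma test of strain, LPS and their interaction, and with the methods' analysis of variance 80 did.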

The transcripts that intersected from these three analyses accounted for one-third of the selected transcripts that were differentially expressed between the LEW and PVG animals (62/191) but accounted for more than two-thirds of the differentially expressed transcripts that were identified by comparing the LPS treatment groups (62/85). 

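Genes in all 3 analyses combined a strain difference, a response to LPS and a call in the limma test. Slc16a3, which encodes the lactate exporter MCT4, was lower in PVG than in LEW ASCs (log2 difference -2.07, standard error 0.24, adjusted p = 0.000652 from limma, n = 4 arrays per strain) and rose 4.39-fold with LPS (log2 difference 2.13, standard error 0.24, adjusted p = 0.00446), an LPS call lost without the PVG control 48 h array (adjusted p up to 0.0685). Stc1, the gene of the glycoprotein hormone stanniocalcin 1, was 3.32-fold lower in PVG (log2 difference -1.73, standard error 0.22, adjusted p = 0.00108) and undetected on both PVG control arrays. The 3 analyses shared 173 probes. They make up 173 of the 637 that the strain fold list shared with the test, and 173 of the 306 that the LPS fold list shared with it. With the methods' 2-way analysis of variance in place of limma, the shared probes were 68 of 277 and 68 of 80. The 2 fold lists compare 1 array with 1 array and share the LPS-treated 24 h arrays, so that their overlap of 206 probes is not independent of these arrays.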

The disparate ratios indicated that the differentially expressed genes identified in the ASCs were mainly due to inherent differences between the LEW and PVG strains and partially due to the LPS stimulation.

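Among the probes tested, 5816 of 9552 (60.9%) had more of their variance explained by strain than by LPS. Over all 9552 probes, strain explained 50.2% of the variance, LPS 20.2%, the time point 13.2% and the interaction of strain and LPS 4.66%. The interactions of strain and time, LPS and time, and all 3 factors explained 4.84%, 4.34% and 2.54%. The ratio of the strain share to the LPS share was 2.48, and it was 2.15 for the 48 h arrays alone. Of the 1525 probes that passed for strain, LPS or the interaction, 116 passed for both strain and LPS. The strain differences of control and of LPS-treated ASCs had 400 probes in common, all with the same sign. From the disparate ratios of shared transcripts in the 2 comparisons, the paper reasons that the differences were mainly inherent to the strains and partially due to LPS.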

**Figure 1:**
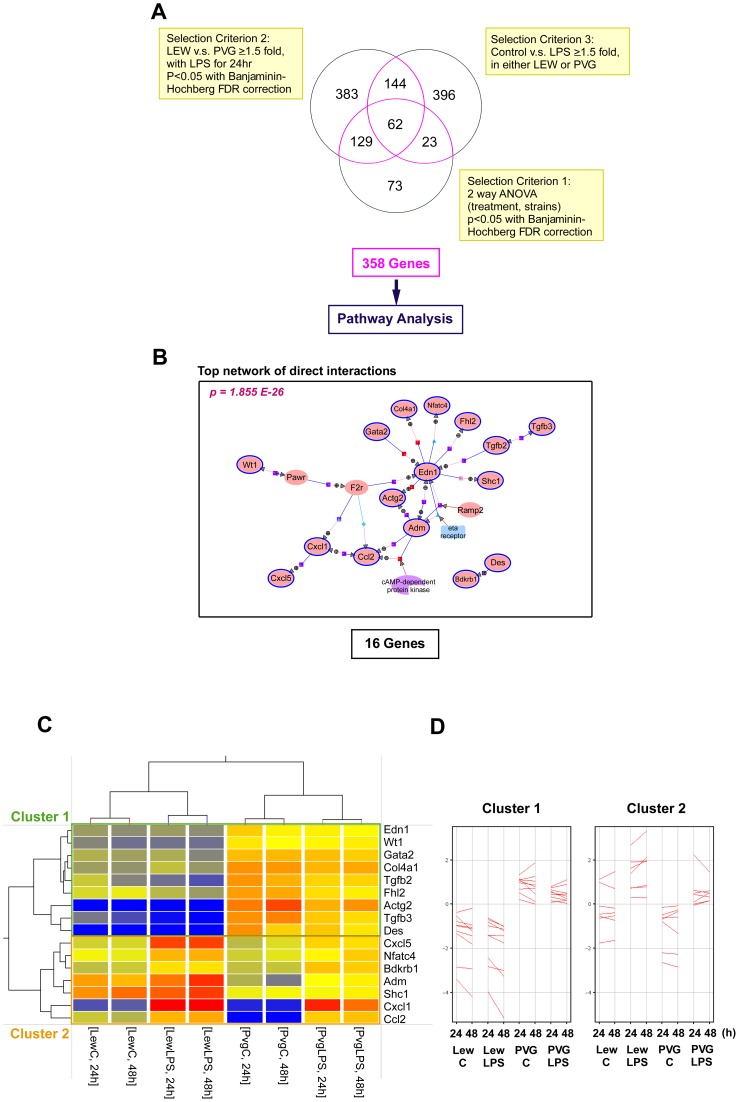
Overlapping differentially expressed genes identified by comparisons between the ASCs of the LEW and PVG groups and the top interacting network among the shared genes identified by the 3 comparisons. (A) A Venn diagram detailing the number of differentially expressed genes that were shared and distinct between three comparisons (List 1: comparing expression in the LEW-LPS group at 24 h and the PVG-LPS group at 24 h. Genes with greater than a 1.5-fold change were identified with the Mann-Whitney unpaired test(p<0.05). List 2: comparing the LEW and PVG groups with or without LPS stimulation at 24 h. Genes with greater than a 1.5-fold change at least 1 condition were considered. List 3: results of the 2-way ANOVA with Benjamini-Hochberg multiple testing correction (p<0.05). The number of transcripts within each subset is highlighted in the yellow boxes adjacent to the Venn diagram. The number of genes shared by at least 2 of the 3 gene lists is indicated by the purple color. The 358 total genes were subjected to further network analysis. (B) The functional interaction networks among the 358 genes were analyzed using the significant pathway analysis tool in Genespring GX. The top networks of significant “direct interactions” and their associated p-values are shown. (C) Complete hierarchical linkage analysis was applied to the 16 genes identified in the top network. Each column represents an individual pooled sample, and each row represents a specific gene. Red indicates high relative expression, and blue indicates low relative expression. The upper panel depicts 9 genes that are responsible for low expression levels in the ASCs of the LEW rats (cluster 1). The lower panel depicts 7 genes that are differentially expressed after LPS treatment. The relative gene expression levels of the 16 genes are also presented (D).

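Genes that appeared in at least 2 of the 3 lists included Pcp4, which encodes a calmodulin regulator, and Bnip3, which encodes a mitochondrial protein of hypoxia and mitophagy. In LPS-treated ASCs, Pcp4 was 4.32-fold lower in PVG than in LEW (log2 difference -2.11, standard error 0.20, adjusted p = 0.00052 from limma, n = 2 arrays per group), and Bnip3 was 2.95-fold higher (log2 difference 1.56, standard error 0.21, adjusted p = 0.00341). At least 2 of the 3 lists held 803 probes, and 755 probes passed only the test, 49 were only in the strain fold list and 284 only in the LPS fold list. With the methods' analysis of variance as the test, at least 2 lists held 427 probes, and after background correction with neqc 1306.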

Next, we compiled the three gene lists to form the union set of 358 differentially expressed genes. This set of genes was examined with pathway analysis using Agilent Genespring GX. We found 7 biological networks. The most important network, which was consistent with the network found when performing enrichment analysis of the 62 intersecting genes, was associated with 16 genes and a p-value of 1.855×10^−26^ (Figure 1B). The 16-gene subset associated with the top network was then clustered hierarchically into two groups on the basis of their normalized expression intensities. This analysis was performed by examining the differences among rat strains and treatment conditions with the average linkage option (Figure 1C). 

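The 16 genes separated the arrays by strain before treatment. The average linkage tree of the 8 arrays put all 4 LEW arrays and all 4 PVG arrays on opposite sides of its first split, at a height of 0.558, and the next split came at 0.248. Complete linkage and Euclidean distances gave the same first split. The genes were chosen by the study on these samples, so that this separation is not independent evidence.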

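Cluster 1 holds genes of contractile cells, matrix and TGF-beta signalling. Actg2, the smooth muscle actin gene, was 43.8-fold higher in PVG than in LEW ASCs (log2 difference 5.45, standard error 0.27, adjusted p = 1.12e-05 from limma, n = 4 arrays per strain). Des, which encodes the muscle intermediate filament desmin, was 11.4-fold higher (log2 difference 3.51, standard error 0.15, adjusted p = 4.58e-06), and the growth factor gene Tgfb3 was 8.13-fold higher (log2 difference 3.02, standard error 0.18, adjusted p = 1.86e-05). The collagen gene Col4a1 was 3.61-fold higher (log2 difference 1.85, standard error 0.11, adjusted p = 1.66e-05), the mesothelial transcription factor gene Wt1 2.83-fold higher (log2 difference 1.50, standard error 0.09, adjusted p = 1.93e-05, detected on 1 of the 4 LEW arrays), and the endothelin gene Edn1 2.40-fold higher (log2 difference 1.26, standard error 0.11, adjusted p = 0.000117). Tgfb2 was 3.79-fold higher (log2 difference 1.92, standard error 0.16, adjusted p = 9.18e-05), and Fhl2, which encodes a LIM domain protein, was 2.22-fold higher (log2 difference 1.15, standard error 0.10, adjusted p = 0.000128). All 9 genes passed between the strains (9 when adjusted over the list alone, camera adjusted p = 6.51e-15, and adjusted p = 0.0541 with an estimated correlation), and the study chose them on these samples, so that this is not independent evidence. With LPS, 2 of the 9 fell (3 when adjusted over the list alone, camera adjusted p = 0.000386, and adjusted p = 0.174 with an estimated correlation). Tgfb3 fell 2.01-fold (log2 difference -1.01, adjusted p = 0.027), a call lost without the LEW control 24 h, PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.163), and Fhl2 fell 1.54-fold (log2 difference -0.62, adjusted p = 0.0165), a call lost without the LEW control 48 h, PVG control 24 h, PVG control 48 h or PVG LPS 48 h array (adjusted p up to 0.105). Actg2 had a log2 difference of -0.70 with LPS (adjusted p = 0.311). The list of smooth muscle and contractile genes was fixed before the data were examined. It shares Actg2, Des and Fhl2 with cluster 1 and others, such as Fhl1, with the study's tables, so that it is only partly independent of the study's choice. Of 24 smooth muscle and contractile genes, 19 were higher in PVG and none lower (20 up and 1 down when adjusted over the list alone, camera adjusted p = 9.55e-15, and adjusted p = 0.410 with an estimated correlation). With LPS, 3 of them fell (4 when adjusted over the list alone, 5 with the time point as a block, camera adjusted p = 2.21e-06, and adjusted p = 0.375 with an estimated correlation). Among 21 TGF-beta and SRF target genes, 4 were higher in PVG and 1 lower (6 up and 1 down when adjusted over the list alone, 9 with the time point as a block, camera adjusted p = 0.00243, and adjusted p = 0.410 with an estimated correlation), and 4 of 7 mesothelial markers were higher (4 when adjusted over the list alone, camera adjusted p = 0.0756).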

The 9 genes of cluster 1 were relatively highly expressed in ASCs of PVG rats and were not obviously altered with LPS treatment. In contrast, the 7 genes of cluster 2 were upregulated in response to LPS stimulation (Figure 1D). 

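Cluster 2 holds chemokine genes and genes of vascular and receptor signalling. With LPS, the neutrophil chemokine gene Cxcl1 rose 20.9-fold (log2 difference 4.39, standard error 0.19, adjusted p = 7.13e-06 from limma, n = 4 arrays per treatment, detected on 3 of the 4 control arrays), and Ccl2, the chemokine gene for monocytes, rose 5.15-fold (log2 difference 2.37, standard error 0.09, adjusted p = 6.23e-06). Cxcl6, the probe named for the paper's CXCL5, rose at least 2.54-fold (log2 difference 1.62, standard error 0.10, adjusted p = 8.01e-05), and the bradykinin receptor gene Bdkrb1 rose 2.03-fold (log2 difference 1.02, standard error 0.08, adjusted p = 0.000511, detected on 2 of the 4 control arrays). Adm, which encodes adrenomedullin, rose 2.02-fold (log2 difference 1.02, standard error 0.18, adjusted p = 0.0251), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.124). The adaptor gene Shc1 had a log2 difference of 0.33 (standard error 0.12, adjusted p = 0.254). Of the 7 genes, 6 rose with LPS (7 when adjusted over the list alone, camera adjusted p = 1.20e-17), a call that an estimated correlation kept (adjusted p = 0.00731), and 5 were lower in PVG than in LEW (6 when adjusted over the list alone). The study chose these genes on the same samples, so that the counts are not independent evidence.

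**Figure D1:**
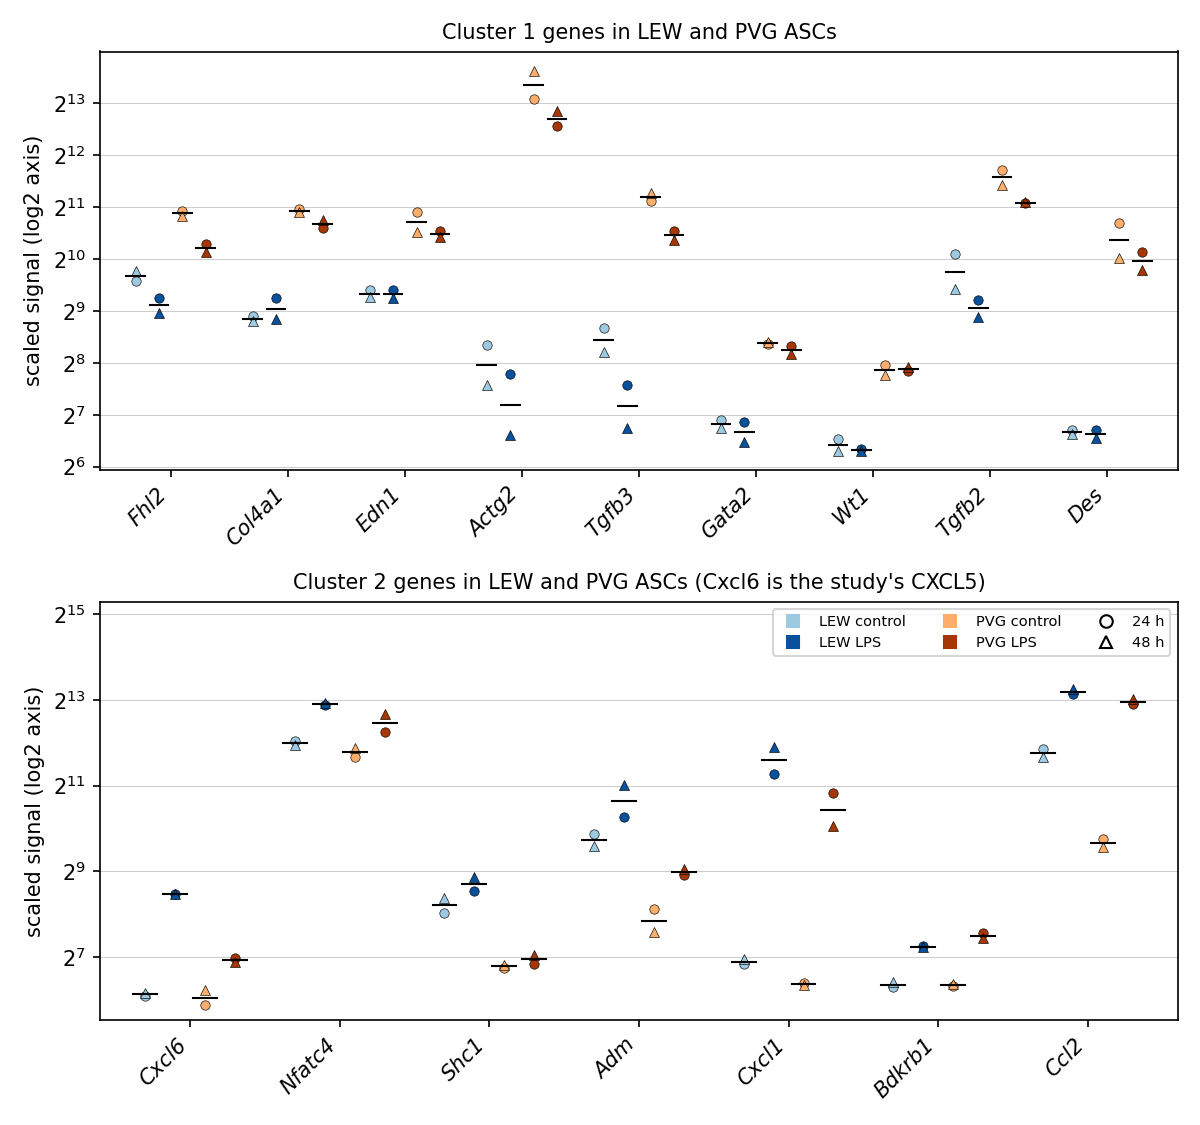
Scaled signal (log2 axis) of the 9 genes of cluster 1 and the 7 genes of cluster 2 on each of the 8 arrays. Colours give strain and treatment, circles the 24 h arrays and triangles the 48 h arrays, and bars the mean of the 2 arrays. The PVG values of Actg2 lie 43.8-fold above those of LEW on average.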

All 16 genes were grouped under different biological processes with significantly enriched functional categories using the GO analysis tool in Genespring GX. Table 1A and 1B are lists of significantly (p-value <0.05) overrepresented biological processes of the 2 clusters. The set of annotated genes within the indicated GO term and the p-value of these genes in the dataset are shown. The relative expression levels of each gene in each condition are also reported in the table. The GO terms involved with the developmental process and cell differentiation were significantly enriched in cluster 1, whereas GO terms involved with the response to external stimuli and cell differentiation were significantly enriched in cluster 2. This result indicated that a significant overrepresentation of cell differentiation processes among the functions of the 16 top network genes exists. We next examined the direct relationships between the 16 genes. 

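Gata2, which encodes a zinc finger factor of blood and fat progenitors, was 2.98-fold higher in PVG than in LEW ASCs (log2 difference 1.57, standard error 0.11, adjusted p = 3.33e-05 from limma, n = 4 arrays per strain). With LPS its log2 difference was -0.14 (standard error 0.11, adjusted p = 0.681). Nfatc4, a gene of a calcineurin-dependent transcription factor, rose 1.73-fold with LPS (log2 difference 0.79, standard error 0.11, adjusted p = 0.01, n = 4 arrays per treatment), a call lost without the PVG control 24 h or PVG control 48 h array (adjusted p up to 0.0813). Between the strains its log2 difference was -0.34 (standard error 0.11, adjusted p = 0.075).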

Two significant transcription factors, GATA2 and NFATC4, individually clustered together in independent clusters within the cell differentiation function. This result suggested that the ASCs isolated from rats with acute rejection (LEW) and those with potential tolerance (PVG) mount different responses. 

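The response to LPS differed between the strains for 3 genes of chemotaxis and inflammation. Ccl2 rose 9.82-fold in PVG and 2.70-fold in LEW, an interaction of 1.86 on the log2 scale (standard error 0.19, adjusted p = 0.0153 from limma, n = 2 arrays per group). Mmp3 rose 22.2-fold in LEW and was at least 1.44-fold higher with LPS in PVG (adjusted p = 0.276), an interaction of -3.57 (standard error 0.35, adjusted p = 0.0153). Pla2g2a, which encodes a secreted phospholipase of inflammation, rose at least 8.52-fold in LEW and at least 1.79-fold in PVG, an interaction of -2.13 (standard error 0.20, adjusted p = 0.0153). Pla2g2a was undetected in the control ASCs of both strains, and Mmp3 in those of PVG and on 1 of the 2 LEW control arrays, so that the sizes of these 2 interactions depend on the background. The PVG response of Pla2g2a lost its call without the PVG control 24 h, PVG control 48 h or PVG LPS 48 h array (adjusted p up to 0.130). Each of the 3 interactions was lost without either LEW control array or any 1 of the 4 PVG arrays, with adjusted p up to 0.310 for Ccl2, 0.414 for Mmp3 and 0.266 for Pla2g2a. In the list tests of the interaction, 0 of 21 interferon-stimulated genes passed in limma (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 0 with the time point as a block), with a higher response of the list in PVG (camera adjusted p = 1.05e-05, and adjusted p = 0.924 with an estimated correlation). For 19 NF-kB response and feedback genes, 0 passed (1 up and 1 down when adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 0 with the time point as a block), with a lower response in PVG (camera adjusted p = 0.0123, and adjusted p = 0.924 with an estimated correlation), a list call lost without the LEW LPS 48 h or PVG control 48 h array (adjusted p up to 0.568). All 62 probes that passed with LPS in LEW had the same sign in PVG, and 29 of the 30 that passed in PVG had the same sign in LEW.

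**Figure D2:**
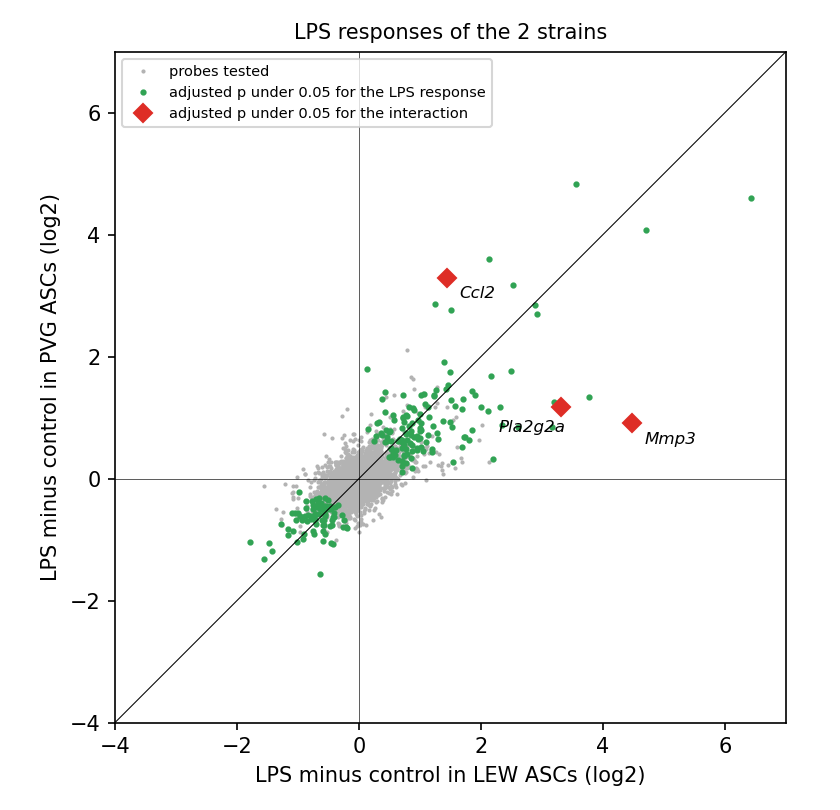
Log2 difference of LPS-treated over control ASCs in LEW (horizontal axis) and in PVG (vertical axis) for each tested probe. Grey points are all tested probes, green points passed the LPS test, and red diamonds are the 3 genes with a strain by LPS interaction, such as Ccl2 at 1.44 in LEW and 3.29 in PVG.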

The finding also implied that pivotal trans-activating events could be a result of both inherent differences and external immunological stimulation.

**Table 1:** The significantly associated Gene Ontology (biological process) terms overrepresented (corrected *p*<0.05) in the gene set of clusters.

A. Overrepresentation of cluster 1 genes					
Subset	GO ID	Term	Associated Genes	*p*-value	
**Cluster 1**					
	GO:0032502	Developmental Process	EDN1, ACTG2, TGFB3, GATA2, WT1, TGFB2, DES		0.001
	GO:0030154	Cell Differentiation	EDN1, GATA2, WT1, TGFB2, FHL2, COL4A1		0.005

Gene Symbol*	Fold change (compare to LEW control)				Description
	LEW		PVG		
	-	+LPS	-	+LPS	
FHL2	1	0.796	2.542	1.621	Rattus norvegicus four and a half LIM domains 2
COL4A1	1	1.266	4.138	3.224	Rattus norvegicus procollagen, type IV, alpha 1
EDN1	1	1.002	2.832	2.208	Rattus norvegicus endothelin 1
ACTG2	1	0.685	26.834	18.625	Rattus norvegicus actin, gamma 2, smooth muscle
TGFB3	1	0.468	5.456	3.643	Rattus norvegicus transforming growth factor, beta 3
GATA2	1	0.975	2.763	2.710	Rattus norvegicus GATA binding protein 2
WT1	1	0.873	2.710	2.472	Rattus norvegicus Wilms tumor 1
TGFB2	1	0.543	3.058	1.964	Rattus norvegicus transforming growth factor, beta 2
DES	1	1.008	15.947	10.759	Rattus norvegicus desmin

B. Overrepresentation of cluster 2 genes						
Subset	GO ID	Term	Associated Genes	*p*-value		
**Cluster 2**						
	GO:0009605	Response to External Stimulus	ADM, CXCL1, BDKRB1, CCL2		0.004	
	GO:0030154	Cell Differentiation	ADM. CCL2, CXCL5, NFATC4, SHC1		0.026	

Gene Symbol*	Fold change (compare to LEW control)				Description	
	LEW		PVG			
	-	+LPS	-	+LPS		
CXCL5	1	5.190	0.854	1.849	Rattus norvegicus chemokine (C-X-C motif) ligand 5	
NFATC4	1	1.790	0.767	1.142	Rattus norvegicus nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 4	
SHC1	1	1.423	0.412	0.440	Rattus norvegicus src homology 2 domain-containing transforming protein C1	
ADM	1	1.314	0.294	0.508	Rattus norvegicus adrenomedullin	
CXCL1	1	21.601	0.735	15.803	Rattus norvegicus chemokine (C-X-C motif) ligand 1	
BDKRB1	1	1.931	1.017	2.402	Rattus norvegicus bradykinin receptor, beta 1	
CCL2	1	2.417	0.233	2.052	Rattus norvegicus chemokine (C-C motif) ligand 2	

* Genes that clustered together and occurred within the same GO terms.

Furthermore, 33 of the 625 differentially expressed genes in either the LEW or PVG groups with a ≥1.5 fold change after LPS stimulation were immune-related genes. These genes were classified as having functions related to the “cytokine activity” Molecular Function and the “inflammatory response” Biological Process (p-value  = 1.89×10^−4^) using the GO analysis tool in Genespring GX. 

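LPS raised several groups of immune genes when both strains were tested together. Nfkbia, the NF-kB inhibitor gene, rose 3.78-fold (log2 difference 1.92, standard error 0.11, adjusted p = 6.43e-05 from limma, n = 4 arrays per treatment), and the superoxide dismutase gene Sod2 rose 6.99-fold (log2 difference 2.81, standard error 0.21, adjusted p = 0.00038). Ptgs2, the gene of the inducible cyclooxygenase, rose 2.84-fold (log2 difference 1.50, standard error 0.16, adjusted p = 0.00338), a call lost without the PVG control 48 h array (adjusted p up to 0.0632), and Tsc22d3, a glucocorticoid-induced gene, fell 1.64-fold (log2 difference -0.72, standard error 0.09, adjusted p = 0.00645). Of 19 NF-kB response and feedback genes, 11 rose (18 when adjusted over the list alone), as did 8 of 16 chemokines (13 when adjusted over the list alone), 14 of 31 hypoxia and glycolysis genes (23 when adjusted over the list alone) and 3 of 26 MHC and antigen presentation genes (8 when adjusted over the list alone, 6 with the time point as a block). For these 4 lists the camera adjusted p was 2.00e-27, 5.72e-19, 2.22e-24 and 2.09e-06, in this order, and an estimated correlation kept each call (adjusted p = 0.0469). Of 17 MSC immunosuppressive effectors, 5 rose (9 when adjusted over the list alone, 9 with the time point as a block, camera adjusted p = 3.94e-09, and adjusted p = 0.0665 with an estimated correlation), as did 3 of 7 interleukins and other cytokines (3 when adjusted over the list alone, camera adjusted p = 0.00593, and adjusted p = 0.281 with an estimated correlation), a list call lost without the PVG control 48 h array (adjusted p up to 0.128). Of 13 TLR4 receptor and signalling components, 1 rose (2 when adjusted over the list alone, 3 with the time point as a block, camera adjusted p = 0.00777, and adjusted p = 0.237 with an estimated correlation). This was the lipoprotein receptor gene Tlr2, at 2.86 on the log2 scale. The list had a median of 0.045 and a mean of 0.384, so that Tlr2 carried much of its shift. In PVG, 0 of 26 MHC and antigen presentation genes passed in limma (4 when adjusted over the list alone, 8 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 3 with the time point as a block), while the list moved up (camera adjusted p = 1.19e-08, and adjusted p = 0.0600 with an estimated correlation). None of 18 cholesterol biosynthesis genes passed in limma (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 1 with the time point as a block), and the list moved down (camera adjusted p = 0.00576, and adjusted p = 0.585 with an estimated correlation), a list call lost without the PVG control 48 h or PVG LPS 24 h array (adjusted p up to 0.161).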

As shown in Table 2, 4 of the 33 transcripts were associated with the acute inflammatory response (p-value  = 2.58×10^−5^). These genes in particular were upregulated and much higher in the LEW group upon LPS stimulation. Additionally, 4 of the 7 transcripts associated with inflammatory response as well as G-protein-coupled receptor activity were upregulated in the control ASCs of the LEW group than in those of the PVG group (underlined genes). 

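Among the genes of the acute inflammatory response, Cebpb, the gene of a transcription factor of acute-phase genes, rose 2.11-fold with LPS (log2 difference 1.07, standard error 0.19, adjusted p = 0.0234 from limma, n = 4 arrays per treatment), a call lost without the LEW control 24 h, PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.119). The cytokine gene Il1a rose at least 2.51-fold (log2 difference 1.73, standard error 0.36, adjusted p = 0.0495), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.261), and Il6 rose (adjusted p = 0.0336, detected on 1 of the 4 control arrays), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h, PVG control 48 h, PVG LPS 24 h or PVG LPS 48 h array (adjusted p up to 0.203). Hp, which encodes the hemoglobin-binding protein haptoglobin, was at least 2.05-fold higher with LPS (adjusted p = 0.0716). Without LPS, Il1a and Hp were undetected in both strains and Il6 in PVG and on 1 of the 2 LEW arrays, so that their changes within a strain are lower bounds or depend on the background. Within LEW, Il1a was at least 4.40-fold and Hp at least 2.58-fold higher with LPS, and Cebpb had a log2 difference of 1.15 (adjusted p = 0.0723, 0.165 and 0.116, n = 2 arrays per group), and Il6 had an adjusted p of 0.067. Within PVG, Il1a was at least 1.43-fold, Hp at least 1.63-fold and Il6 at least 1.30-fold higher, and Cebpb had a log2 difference of 1.00 (adjusted p = 0.842, 0.662, 0.737 and 0.245). Between LPS-treated PVG and LEW ASCs the log2 differences of Il1a, Hp, Cebpb and Il6 were -1.66, -0.70, -0.66 and -0.72 (adjusted p = 0.109, 0.443, 0.217 and 0.116). Of the 4 genes, 3 rose with LPS (4 when adjusted over the list alone, 4 with the time point as a block, camera adjusted p = 2.20e-06, and adjusted p = 0.0653 with an estimated correlation), a list that the study chose on these samples and thus not independent evidence. Within LEW 0 of the 4 passed in limma, 4 when adjusted over the list alone and 4 with the time point as a block. Within PVG 0 passed with the time point as a block. In LPS-treated ASCs 0 of the 4 differed between the strains in limma (3 when adjusted over the list alone, 3 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 2 with the time point as a block), while the list was lower in PVG (camera adjusted p = 0.0110, and adjusted p = 0.192 with an estimated correlation). For the interaction of strain and LPS 0 of the 4 passed in limma (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 0 with the time point as a block), while the list responded less in PVG (camera adjusted p = 0.0205, and adjusted p = 0.640 with an estimated correlation).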

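In control ASCs the chemokine gene Ccl2 was 4.28-fold lower in PVG than in LEW (log2 difference -2.10, standard error 0.13, adjusted p = 8.85e-05 from limma, n = 2 arrays per group). Ccl7, another chemokine gene for monocytes, was 3.66-fold lower in PVG (log2 difference -1.87, standard error 0.25, adjusted p = 0.00288), a call lost without the PVG control 48 h array (adjusted p up to 0.0510). Ccl20, whose product attracts cells with the receptor CCR6, was 5.81-fold lower (log2 difference -2.54, standard error 0.50, adjusted p = 0.0184), a call lost without the LEW control 48 h, PVG control 24 h or PVG control 48 h array (adjusted p up to 0.180). The eotaxin gene Ccl11 had a log2 difference of -1.04 (standard error 0.47, adjusted p = 0.267). Of the 7 genes with G-protein-coupled receptor activity, 3 were lower in PVG control ASCs (3 when adjusted over the list alone, camera adjusted p = 0.00475, and adjusted p = 0.174 with an estimated correlation), a list that is not independent evidence, since the study chose it on these samples. Of 16 chemokines in the fixed list, 3 were lower in PVG control ASCs (1 up and 4 down when adjusted over the list alone, 5 with the time point as a block, camera adjusted p = 0.124). These were again Ccl2, Ccl7 and Ccl20. The fixed list holds all 7 genes of the study's list, so that it is only partly independent of the study's choice.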

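Cxcl12, which encodes a chemokine that retains stem cells and lymphocytes, had a log2 difference of 0.06 between PVG and LEW control ASCs (standard error 0.21, adjusted p = 0.935 from limma, n = 2 arrays per group). Cx3cl1, the gene of the membrane-bound chemokine fractalkine, had a log2 difference of 0.27 (standard error 0.18, adjusted p = 0.471) and was detected on 1 of the 2 PVG control arrays and on no LEW array. The platelet chemokine gene Pf4 was undetected in the control ASCs of both strains. Over all arrays, Cx3cl1 was at least 1.23-fold higher in PVG (adjusted p = 0.0304), a call lost without the LEW control 24 h, LEW control 48 h, LEW LPS 48 h, PVG control 48 h or PVG LPS 48 h array (adjusted p up to 0.105). In LPS-treated ASCs Pf4 was at least 1.42-fold higher in PVG (log2 difference 0.85, adjusted p = 0.025), a call lost without the LEW LPS 48 h or PVG LPS 48 h array (adjusted p up to 0.153).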

The remaining 3 genes were downregulated in the ASCs of the LEW group including the chemokine ligand 12 with C-X-C motif (CXCL12) gene or named the stromal cell-derived factor-1 (SDF-1α). The expression results were successfully validated using quantitative RT-PCR (see Figure S1A), and indicated that immune-related G-protein-coupled receptors and cytokine activity were involved in the differentially regulated functions. Finally, 4 growth factors associated with angiogenesis of inflammatory responses (p-value  = 2.56×10^−5^) which expressed lower in the control ASCs of the LEW group than in those of the PVG group were also observed in the functional analysis.

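In control ASCs, Tgfb2 was 3.51-fold higher in PVG than in LEW (log2 difference 1.81, standard error 0.22, adjusted p = 0.00179 from limma, n = 2 arrays per group). Vegfc, the gene of a growth factor of lymphatic vessels, was 1.84-fold higher (log2 difference 0.88, standard error 0.17, adjusted p = 0.0187), a call lost without the LEW control 24 h, LEW control 48 h or PVG control 24 h array (adjusted p up to 0.113). The placental growth factor gene Pgf had a log2 difference of 0.69 (standard error 0.34, adjusted p = 0.319), and Pdgfa, which encodes a PDGF chain, had 0.41 (standard error 0.23, adjusted p = 0.385). Il1b, the cytokine gene listed with them, was undetected in the control ASCs of both strains and rose at least 2.00-fold with LPS (log2 difference 1.15, standard error 0.18, adjusted p = 0.0168, n = 4 arrays per treatment), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h, PVG control 48 h or PVG LPS 24 h array (adjusted p up to 0.140). Of the 5 genes, 2 were higher in PVG control ASCs (2 when adjusted over the list alone, 4 with the time point as a block, camera adjusted p = 0.00475, and adjusted p = 0.0962 with an estimated correlation), a list that the study chose on these samples and thus not independent evidence.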

**Table 2:** The 16 out of 33 isolated gene transcripts with immune-related function which significantly overrepresented in the following GO terms (corrected *p*<0.01).

Gene Symbol	Fold change				Description
	LEW	PVG	LEW/PVG		
	LPS/C	LPS/C	C/C		
**Immune-related Genes**					
***Acute inflammatory response (p-value = 2.58E-5)***					
IL1A	3.299	1.612	0.882	Rattus norvegicus interleukin 1 alpha	
HP	2.023	1.277	1.107	Rattus norvegicus haptoglobin	
CEBPB	2.364	1.628	0.991	Rattus norvegicus CCAAT/enhancer binding protein (C/EBP), beta	
IL6	3.161	1.220	1.233	Rattus norvegicus interleukin 6	
***G-protein-coupled receptor activity (p-value = 1.13E-8)***					
CCL11	1.294	1.734	2.391*	Rattus norvegicus chemokine (C-C motif) ligand 11	
CCL20	12.681	23.702	3.743*	Rattus norvegicus chemokine (C-C motif) ligand 20	
CCL7	3.022	5.351	3.076*	Rattus norvegicus chemokine (C-C motif) ligand 7	
CCL2	2.417	8.798	4.286*	Rattus norvegicus chemokine (C-C motif) ligand 2	
CXCL12	1.077	1.834	0.634*	Rattus norvegicus chemokine (C-X-C motif) ligand 12	
CX3CL1	1.170	1,628	0.798*	Rattus norvegicus chemokine (C-X3-C motif) ligand 1	
PF4	1.041	1.657	0.871*	Rattus norvegicus platelet factor 4	
***Angiogenesis (p-value = 2.56E-5)***					
IL1B	1.624	2.714	1.056	Rattus norvegicus interleukin 1 beta	
PGF	0.574	0.775	0.827	Rattus norvegicus placental growth factor	
TGFB2	0.543	0.643	0.327	Rattus norvegicus transforming growth factor, beta 2	
VEGFC	0.705	0.548	0.418	Rattus norvegicus vascular endothelial growth factor C	
PDGFA	0.659	0.681	0.759	Rattus norvegicus platelet derived growth factor, alpha	

Underlined genes represent those were expressed significantly higher in control LEW in array, and the 7 G-protein-coupled receptor genes were validated by quantitative RT-PCR (bolded number marked with a *).

### Knowledge-based enrichment analysis of overrepresented GO terms for the annotated miRNA transcripts

The differential expression between the LEW and PVG with and without LPS stimulation was analyzed by calculating a statistic for each transcript with a p-value and controlling for the family-wise error rate (FWER) or the false discovery rate (FDR). These steps were necessary to account for the multiple comparisons performed via permutation or parametric distribution analysis. The selected genes were then hierarchically clustered on the basis of their intensities and experimental conditions. However, many genes that failed to meet the stringent criteria for significance are individually considered as not being differentially expressed. Their contribution to important effects on pathways and specific functional terms may be missed and this limitation was considered as a big challenge to find meaningful biological meanings. Thus, we applied profiling analyses with less stringent criteria and identified 596 differentially expressed transcripts between the LEW and PVG rats. These genes were calculated using a 2-way ANOVA with LPS condition and treatment durations as variables. 

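In the model run here, the less stringent settings let in probes that did not pass at the usual threshold. Its analysis of variance had 3 residual degrees of freedom. With a detection p under 0.4 and an analysis of variance of the 4 strain and treatment groups with the time point as a further factor, 2599 of 20167 probes had an adjusted p of 0.5 or less, and 1 had an adjusted p under 0.05. Of the 719 probes with a fold change of at least 1.5 between the LPS-treated groups at 24 h, 597 were among the 2599. In limma, 637 of the 719 passed for strain, LPS or the interaction at an adjusted p under 0.05. The less stringent settings were chosen after the data were seen. The paper names LPS condition and treatment duration as the variables of its analysis and adds a Mann-Whitney test. The model here differs from it, so that these counts do not describe the paper's list.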

We applied the Benjamini-Hochberg multiple testing correction and a p-value threshold of <0.5. We identified the genes in this list with those that were also differentially expressed and exhibited ≥1.5 fold changes in expression identified by the Mann-Whitney unpaired test. The Benjamini-Hochberg multiple testing correction and a p-value threshold of <0.5 were also applied to this analysis (Figure 2).

**Figure 2:**
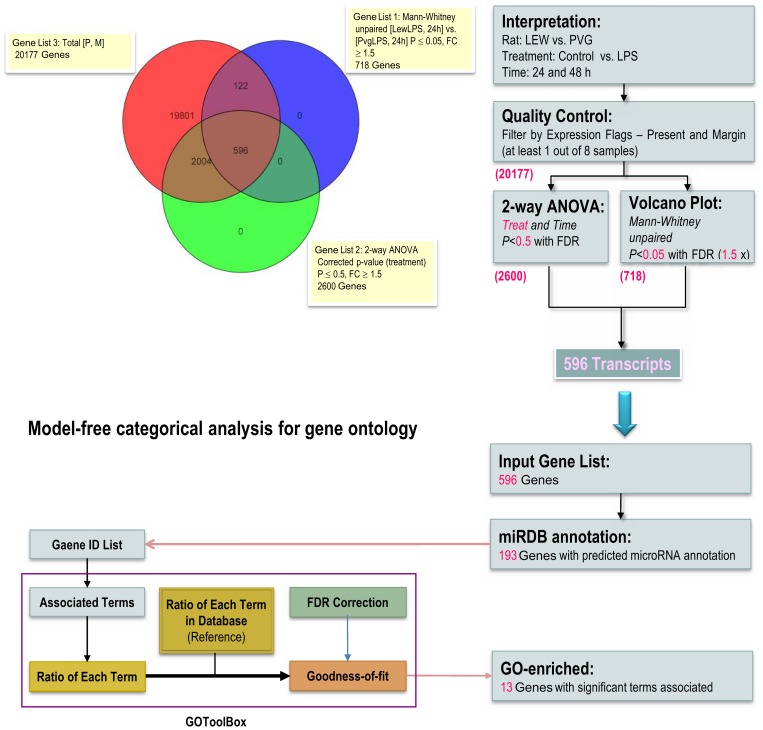
The less-stringent procedure of the knowledge-based enrichment analysis for detecting differentially expressed genes in the ASCs from the LEW and PVG rats. A Venn diagram showing the number of gene transcripts that were shared and distinct among the differentially expressed genes identified using the less-stringent statistical criteria. The number of annotated gene transcripts resulting from each step is given in purple. The application of the model-free categorical analysis for GO enrichment was performed using the online GOToolBox software.

Moreover, 193 of the 596 unique genes were functionally annotated in the miRDB and were subjected to further analysis by the online GO Tool Box. There were 13 genes that were significantly enriched with overrepresented GO terms as shown in Table 3 (p-value <0.01). The table depicts the total number of genes annotated as functioning within the GO term and the associated p-value of each GO term. For genes that were upregulated in the ASCs of the PVG group, the GO terms related to cell cycle, cytokine production and metal ion binding were significantly over-represented (p-value <0.01). 

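Itpr1, which encodes a calcium channel of the endoplasmic reticulum, was 2.38-fold higher in PVG than in LEW ASCs (log2 difference 1.25, standard error 0.13, adjusted p = 0.000349 from limma, n = 4 arrays per strain), and Il1rl1, the IL-33 receptor gene, was 2.17-fold higher (log2 difference 1.12, standard error 0.11, adjusted p = 0.000228). Fhl1, which encodes a LIM domain protein of muscle, was 2.07-fold higher (log2 difference 1.05, standard error 0.10, adjusted p = 0.000231), the thrombin receptor gene F2r 1.82-fold higher (log2 difference 0.86, standard error 0.09, adjusted p = 0.00042), and the interferon regulatory factor gene Irf1 1.57-fold higher (log2 difference 0.65, standard error 0.10, adjusted p = 0.00276). Plod2, a collagen-modifying enzyme gene, was 1.69-fold higher (log2 difference 0.76, standard error 0.17, adjusted p = 0.016), a call lost without the LEW control 48 h, PVG control 24 h or PVG LPS 48 h array (adjusted p up to 0.0900). The growth arrest gene Gadd45a was 2.51-fold lower in PVG (log2 difference -1.33, standard error 0.15, adjusted p = 0.000558). Of the 9 tested genes listed as higher in PVG, 8 were higher and 1 lower (8 up and 1 down when adjusted over the list alone, camera adjusted p = 5.04e-07), a call that an estimated correlation kept (adjusted p = 0.0462), and the study chose the list on these samples, so that this is not independent evidence. Cell cycle genes as a fixed list had 0 of 42 passing in limma (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 22 with the time point as a block), and the list was higher in PVG (camera adjusted p = 0.0473, and adjusted p = 0.914 with an estimated correlation), a list call lost without the LEW control 48 h, LEW LPS 48 h, PVG control 24 h or PVG LPS 24 h array (adjusted p up to 0.876).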

The same analysis applied to the genes upregulated in the ASCs of the LEW group identified Go terms significantly associated with extracellular region and endopeptidase activity. This result indicated that the 13 genes were predominantly involved in proliferation and cytokine activation with contact-dependent signaling.

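Prl8a9, a gene of the prolactin family, was 1.65-fold lower in PVG than in LEW ASCs (log2 difference -0.72, standard error 0.10, adjusted p = 0.00157 from limma, n = 4 arrays per strain, detected on 3 of the 4 PVG arrays). Casp6, the gene of an executioner caspase, was lower (log2 difference -0.67, standard error 0.13, adjusted p = 0.0106), a call lost without the PVG control 48 h array (adjusted p up to 0.0549), and the angiogenic growth factor gene Vegfa was 1.50-fold lower (log2 difference -0.58, standard error 0.12, adjusted p = 0.0109), a call lost without the PVG control 48 h array (adjusted p up to 0.0511). All 3 tested genes listed as higher in LEW passed (3 when adjusted over the list alone, camera adjusted p = 0.00273, and adjusted p = 0.0706 with an estimated correlation), and the study chose them on these samples, so that this is not independent evidence. Among the fixed lists, hypoxia and glycolysis genes had 12 of 31 lower and 4 higher in PVG (4 up and 16 down when adjusted over the list alone, camera adjusted p = 0.00106, and adjusted p = 0.502 with an estimated correlation). MSC and fibroblast markers had 8 of 18 lower and 4 higher (4 up and 9 down when adjusted over the list alone, camera adjusted p = 0.123). Anpep, the CD13 gene and a member of the pericyte list, was 5.25-fold lower in PVG. NRF2 target genes had 4 of 20 lower and 1 higher (1 up and 6 down when adjusted over the list alone, 10 with the time point as a block), such as the heme oxygenase gene Hmox1, 3.26-fold lower in PVG.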

**Table 3:** Functional classification of gene transcripts significantly enriched with over-represented GO terms (corrected *p*<0.05).

Gene Symbol	Fold change (compare to LEW control)					Description
	LEW		PVG			
	-	+LPS	-	+LPS		
**LEW > PVG**						
***Extracellular Region***						
PRL8A9	1	1.466	0.611	0.910	Prolactin family 8, subfamily a, member 9	
VEGFA	1	1.408	0.821	0.772	Vascular endothelial growth factor A	
COL12A1	1	1.014	0.369	0.326	Procollagen, type XII, alpha 1	
***Endopeptidase Activity***						
CASP6	1	1.141	0.647	0.755	Caspase 6	
**PVG > LEW**						
***Cell Cycle***						
TGFB2	1	0.543	3.058	1.964	Transforming growth factor, beta 2	
GADD45A*	1	0.451	0.378	0.247	Growth arrest and DNA-damage-inducible 45 alpha	
WT1	1	0.873	2.710	2.472	Wilms tumor 1	
***Metal Ion Binding***						
FHL1	1	0.712	2.572	1.274	Four and a half LIM domains 1	
ITPR1	1	0.569	2.272	1.130	Inositol 1,4,5-triphosphate receptor 1	
PLOD2	1	1.617	2.244	2.561	Procollagen lysine, 2-oxoglutarate 5-dioxygenase 2	
***Cytokine Production***						
IL1RL1	1	0.771	2.846	1.473	Interleukin 1 receptor-like 1	
IRF1	1	0.898	1.410	1.621	Interferon regulatory factor 1	
F2R	1	0.871	1.705	1.423	Coagulation factor II (thrombin) receptor	

The over-represented GO terms and associated genes were identified from the 193 out of 596 less stringent differentially expressed genes, which has been annotated in curated miRNA database.

### Promoter analyses and miRNA-targeting annotation of associated TFs

The above 13 genes within the same clusters with different GO functional terms were subjected to further promoter analysis using the PRIMA program integrated with the EXPANDER package. The 4 genes from the “extracellular region and endopeptidase activity” GO terms and 9 genes from the “cell cycle”, “metal ion binding” and “cytokine production” GO terms were analyzed. These genes were separately examined for the identification of putative transcription factors (TFs) whose binding sites were enriched in the promoters of the given gene sets. The region that was 3 kb upstream of the 5′-flanking sequence for each of the genes up-regulated in the LEW or PVG groups were analyzed (Table 4). The TF-binding site analysis identified 4 significant TFs, including PPARG, HOXA5, NFE2L2 and SREBP1. These TFs were consistently observed as regulators of the 596 genes differentially expressed between the LEW and PVG groups with and without LPS stimulation. Furthermore, 6 TFs, including EGR1, NFE2L2, GATA2, MYCN, NFATC4 (for NF-AT binding) and NKX2-5 were identified as promoter signatures of TF-binding motifs. These TFs were enriched within the genes of the PVG group's upregulated cluster and were also observed in the differentially expressed genes identified in the LEW and PVG datasets. 

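Egr1, an immediate early transcription factor gene, was 1.73-fold higher in PVG than in LEW ASCs (log2 difference 0.79, standard error 0.13, adjusted p = 0.00415 from limma, n = 4 arrays per strain), and Pparg, the gene of the main regulator of fat cell formation, was at least 1.15-fold higher (log2 difference 0.48, standard error 0.10, adjusted p = 0.0107). Mycn was 1.45-fold higher (log2 difference 0.53, standard error 0.11, adjusted p = 0.0148, detected on 1 of the 4 LEW arrays), a call lost without the PVG control 24 h, PVG control 48 h or PVG LPS 48 h array (adjusted p up to 0.0657). Srebf1, a regulator gene of lipid synthesis, was 1.43-fold lower (log2 difference -0.52, standard error 0.10, adjusted p = 0.00766). Nfe2l2, which encodes NRF2, had a log2 difference of -0.11 (adjusted p = 0.76) and the retinoid receptor gene Rxra -0.02 (adjusted p = 0.91), and Nkx2-5 was undetected on all arrays. By qRT-PCR, the paper reports differences for all of these transcription factor genes, including these 3. Its table gives SREBF1 an increase without naming the groups compared, whereas Srebf1 was lower in PVG on the arrays. Of the 8 tested transcription factors, 4 were higher and 1 lower in PVG (4 up and 2 down when adjusted over the list alone, camera adjusted p = 0.115), a list that is not independent evidence. Of 16 adipocyte and adipogenic markers, 2 were higher and 2 lower (3 up and 2 down when adjusted over the list alone, camera adjusted p = 0.966).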

Table 5 shows that all identified TF genes were significantly associated with 2 functional terms. They included “cell differentiation” (7 genes) and “ER-nucleus signaling pathway” (2 genes) GO categories. 

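Tmem204, which encodes a membrane protein of cell adhesion, was 4.60-fold higher in PVG than in LEW ASCs (log2 difference 2.20, standard error 0.08, adjusted p = 1.75e-06 from limma, n = 4 arrays per strain). Pdlim5, a gene of a muscle scaffold protein, was 3.29-fold higher (log2 difference 1.72, standard error 0.09, adjusted p = 1.47e-05), and Tcf21, a transcription factor gene of mesenchymal progenitors, was at least 2.44-fold higher (log2 difference 1.67, standard error 0.09, adjusted p = 1.39e-05). Of 96 tested genes of the cell differentiation category, 52 were higher and 38 lower in PVG (53 up and 40 down when adjusted over the list alone, camera adjusted p = 0.0164, and adjusted p = 0.0778 with an estimated correlation), and the study chose them on these samples, so that the counts are not independent evidence. Of 9 osteogenic and chondrogenic markers, 2 were higher and 2 lower (3 up and 2 down when adjusted over the list alone), and the median of this list was 0.03 and its mean -0.02. Of 7 Schwann and neural markers, 2 were higher and 1 lower (2 up and 1 down when adjusted over the list alone), with a median of 0.06, a mean of -0.17 and a camera test in the upward direction (adjusted p = 0.803). Skeletal muscle markers had 0 of 5 and erythroid markers 0 of 2 passing in limma (0 of each when adjusted over the list alone, at an unadjusted p under 0.05, in the methods' analysis of variance and with the time point as a block). Among 5 macrophage and leukocyte markers 1 was higher (2 when adjusted over the list alone, 2 with the time point as a block), among 4 endothelial markers 1 (1 when adjusted over the list alone) and among 2 sex-linked genes 1 (1 when adjusted over the list alone). Of 4 pericyte markers 1 was higher and 2 lower (2 up and 2 down when adjusted over the list alone).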

Interestingly, the 7 TF genes enriched in the “cell differentiation” category were also found in the same category with the 102 transcripts that were overrepresented in the 596 genes that were differentially expressed between the LEW and PVG groups. The differential expression of these 9 TF genes was confirmed using quantitative RT-PCR analysis (see Figure S1B). The validated fold changes are indicated by the bolded numbers in Table 5.

**Table 4:** Promoter enrichment analysis for overrepresentation of conserved TF binding sites within the LEW-upregulated and PVG-upregulated clusters.

Cluster	Transcription Factor (TF)	TRANSFAC ID	*p*-value*	Enrichment Factor**
***LEW up-regulated genes***				
	PPARG	M00515	0.005	10.96
	RXRA	M00631	0.009	7.786
	NFE2L2	M00821	0.025	4.939
	SREBP1	M00749	0.029	4.672
***PVG up-regulated genes***				
	NF-AT	M00935	0.001	7.526
	EGR1	M00243	0.008	4.280
	NFE2L2	M00821	0.012	6.934
	GATA2	M00076	0.019	8.363
	MYCN	M00055	0.025	5.632
	NKX2-5	M00240	0.037	3.987

The 9 TFs whose binding site profiles were significantly enriched in the 13 genes described in Table 3as well as observed in the 596 selected genes with less stringent criteria are presented.

* P-value indicated the significance of TF motif enrichment in the gene set relative to that in the background.

** Enrichment factor values represent the frequency of the TF motif in a gene set divided by its frequency in the background set and were calculated by PRIMA program.

**Table 5:** GO terms in Molecular Function overrepresentated in the enriched TF genes.

Subset	GO Term	p-value*	Transcripts
***9 Promoter-enriched TFs***			
	Cell Differentiation	6.02E-04	PPARG (**×2.68**), RXRA (**×1.57**), NFATC4 (**×0.63**), EGR1 (**×2.18**), GATA2 (**×3.59**), MYCN (**×2.35**), NKX2-5 (**1.21**)
	ER-nucleus signaling pathway	9.22E-03	SREBF1 (**×1.75**), NFE2L2 (**×2.97**)
***596 differentially expressed genes***			
	Cell Differentiation	7.87E-16	ACTA1, ADA, ADAM17, ADM, ALS2, ALX1, ANGPTL4, ANKRD1, ANPEP, ARHGAP24, AVPR1A, BMP6, BNIP3, BPGM, C1S, CAPN2, CHRD, CITED2, CLIC4, COL4A1, CRYAB, CTHRC1, CXCL5, DLX5, EDN1, **EGR1** *, EIF2B1, EIF2B3, F11R, F2R, FGF2, FHL1, FST, FSTL3, FYN, **GATA2**, GATA6, GJA1, GREM1, HOXB7, ID1, IL15, IRF1, ITGA1, ITGB1, JAK2, KLF4, LAMA5, LGALS3, LOC360228, LRRK2, MDK, MGP, MGST1, **MYCN**, MYH10, MYH11, NAB1, NBL1, NBN, NDRG2, NES, **NFATC4**, **NKX2-5**, PDGFRA, PDLIM5, PDLIM7, PGF, PHGDH, PICALM, PLA2G2A, PLCG2, PPARG, PRPF19, PSAP, RARRES2, RND1, RXRA, SELENBP1, SFRP2, SHC1, SLC1A3, SMAD4, SMARCD3, STAR, STAT5B, TACC1, TCF21, TCF4, TGFB1, TGFB2, THBS4, TMEM204, TNMD, TRPV4, TWIST2, UNC5B, VAMP5, VEGFA, VEGFC, WT1, ZFP36L1

Functional classification is shown for 104 gene transcripts represented as differentially expressed between ASCs of LEW and PVG. The average changes (fold change) validated by quantitative RT-PCR are given in parentheses.

* Bolded genes in the 596 gene set represent those were found in the motif-enriched TF genes.

Moreover, we performed *in silico* miRNA target prediction using the TargetScan and miRanda algorithms to identify the putative miRNAs that are predicted to target the 9 TF genes. The TF-targeting miRNAs and the number of targeted TF genes predicted by TargetScan or miRanda are provided in Table 6. Of the 16 candidate miRNAs that were predicted by the two algorithms, miR-27 was the most significantly correlated miRNA with cell differentiation functions as annotated by the FAME algorithm. This miRNA was also associated with the 5 TF targets (GATA2, RARA, PPARG, NFE2L2 and MYCN). Thus, the putative TF-targeting miR-27 that has been associated with adipogenesis and lipid metabolism was the first potential miRNA to be identified as being differentially regulated in ASCs from rat strains with distinct immune reactivity.

**Table 6:** Putative miRNAs associated with the 9 enriched TFs were predicted by TargetScan 5.1 and miRANDA software.

miRNA	No. of target TF (TargetScan 5.1)	No. of target TF (miRANDA)	No. Sum	*Significantly associated function by FAME		Associated TFs
				Term	*p*-value	
miR-27a/miR-27b	5	5	10	Cell differentiation	0.0055	GATA2, RXRA, PPARG, NFE2L2, MYCN
miR-144	3	4	7	Regulation of transcription, DNA-dependent	0.0026	GATA2, NFE2L2, MYCN
miR-128	3	3	6	Positive regulation of transcription, DNA-dependent	0.0025	GATA2, RXRA, NKX2-5
miR-101a/miR-101b	1	4	5	-		-
miR-200a/miR-200b/miR-200c	2	2	4	-		-
miR-124	3	1	4	-		-
miR-103	1	2	3	-		-
miR-106b	1	2	3	-		-
miR-132	1	2	3	-		-
miR-153	1	2	3	-		-
miR-17-5p	1	2	3	-		-
miR-193	1	2	3	-		-
miR-25	1	2	3	-		-
miR-340-5p	1	2	3	-		-
miR-34a/miR-34c	1	2	3	-		-
miR-29a/miR-29b/miR-29c	2	1	3	-		-

* The gene group of specific GO term is identified for each putative miRNA using the Functional Assignment of MiRNAs via Enrichment computational target prediction tool (FAME) in order to automatically infer the function affected by miRNAs. The significantly associated terms could be identified in the three top-ranked candidate miRNA genes.

### Differential expression of miR-27b and its responsiveness to LPS between the ASCs isolated from the LEW and PVG recipients after OLT

In our orthotopic liver transplantation (OLT) models, rejection occurs during the early period after OLT (7 days after the operation). However, only the DA-PVG model naturally overcomes rejection without any immunosuppression. ASCs have been known to possess the capacity to inhibit the proliferation of immune cells upon allogeneic activation [14]. The immunosuppressive capacity of the MSC subtypes could be the key to applying these cells for therapy and in considering their therapeutic potency. This capacity also makes them interesting candidates for cell-based treatment of diseases and organ transplantation. To explore the potential role that regulates the immunosuppressive function of ASCs, we measured the expression of miR-27b in ASCs isolated from the recipient rats of the DA-LEW and DA-PVG OLT models. Strikingly, quantitative RT-PCR analysis showed that miR-27b was expressed at much higher levels in the ASCs isolated from the recipients of tolerance model compared with those isolated from the recipients of the acute rejection model. This result was gleaned from 3 independent pairs of OLT experiments (Figure 3). Moreover, we found that miR-27b levels were differentially regulated in the ASCs that were subjected to LPS stimulation. As shown in Figure 3, miR-27b was drastically down-regulated in the ASCs isolated from the DA-PVG recipients, but was expressed less and not significantly affected in the ASCs isolated from the DA-LEW recipients after LPS treatment.

**Figure 3:**
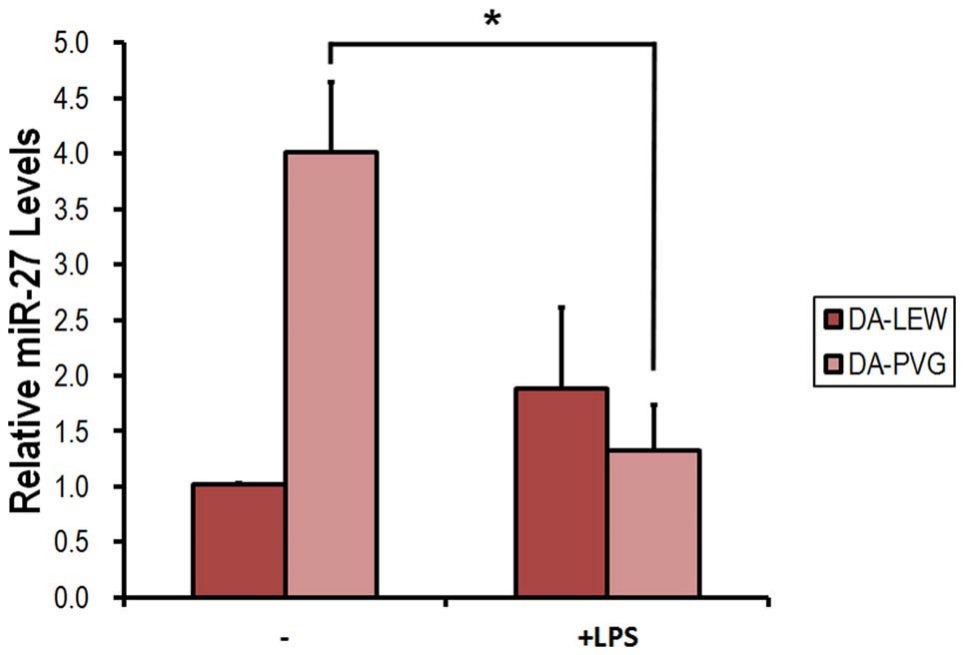
miR-27b expression in response to LPS treatment in the ASCs isolated from the LEW and PVG recipients after orthotopic liver transplantation (OLT). Isolated ASCs from the LEW and PVG recipients after OLT were incubated with 200 ng/ml LPS for 6 or 24 h. Total RNA was purified from the respective cell pellets, and the expression of miR-27b was analyzed by quantitative RT-PCR. The miRNA expression was normalized with U6. All results are expressed as the mean ± SD from three independent experiments. *p<0.05 compared with untreated ASCs.

### The effect of the miR-27b antagomir on the suppression of allogeneic CD4^+^ T cell proliferation observed in a co-culture with ASCs

To investigate the effect of miR-27b expression on the immunosuppressive activity mediated by ASCs, we determined the effect of the miR-27b antagomir (α-miR-27b) on the ASCs that can suppress the allogeneic proliferation of stimulated CD4^+^ T cells. We primarily examined the induction of CXCL12 mRNA and proteins in α-miR-27b-transfected ASCs comparing to the antagomir negative control (α-miRNC) (Fig. 4A). Furthermore, highly purified CD4^+^ T cells were CFSE-labeled, activated and cultured in the presence of mitomycin C-treated ASCs at different ratios. As shown in Fig. 4B, the proliferation of CFSE-labeled CD4^+^ T cells was significantly inhibited in the presence of ASCs. The impairment of CD4^+^ T cells were induced by miR-27b knockdown comparing to the antagomir negative control. To investigate whether CXCL12 affects the immune-modulatory capacity of ASCs, we then examined the role of ASC-derived CXCL12 in modulating the ASC-mediated suppression of CD4^+^ T cell proliferation. CXCL12 has been shown to exert its function through binding to its cognate receptor, CXCR4. This gene is constitutively expressed in ASCs [15]. We used siRNA to knock down CXCL12 expression, and then examined the effect of the knockdown on the suppression capacity of the ASCs. CXCL12 siRNA decreased the ASC production of CXCL12 by more than 90%, whereas the siRNA negative control (siRNC) did not affect the levels of ASC-derived CXCL12. As shown in Fig. 4C, the knockdown of ASC-derived CXCL12 by its specific siRNA significantly decreased the suppression of activated CD4^+^ T cell proliferation by α-miR-27b-transfected ASCs. These results further indicate that CXCL12 signaling is necessary for the ASC-mediated suppression of T cell proliferation that acts through miR-27b regulation.

**Figure 4:**
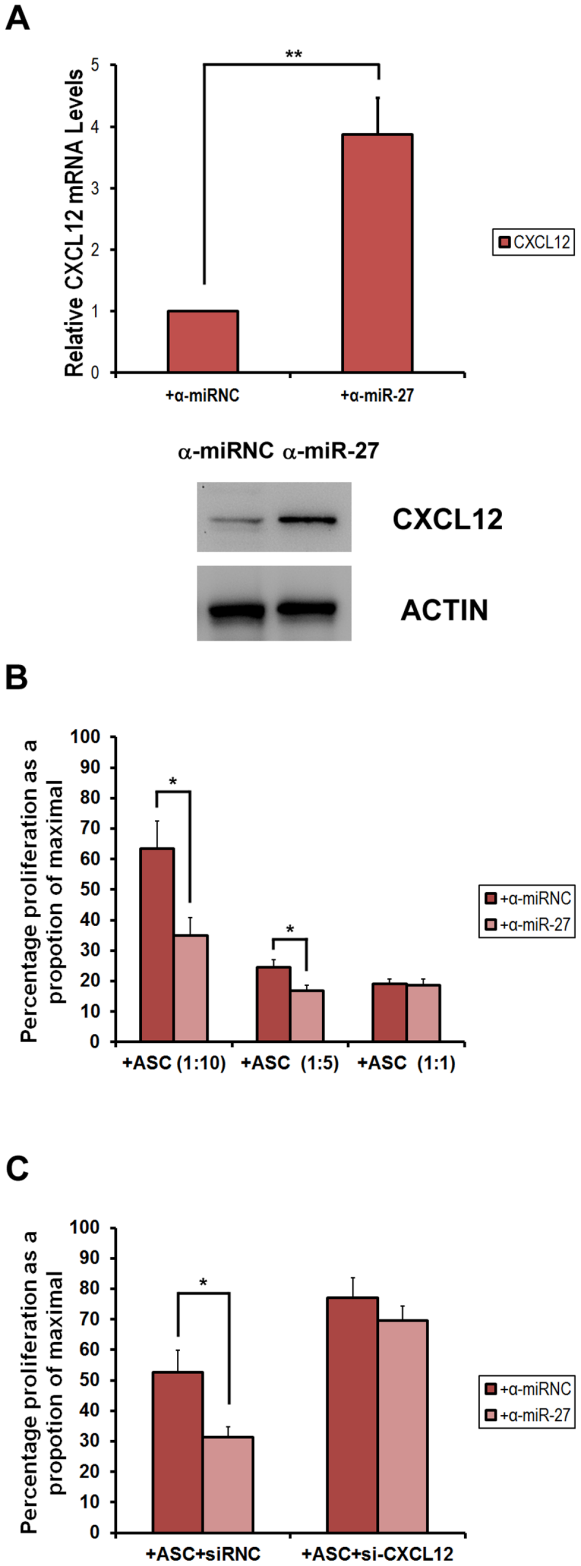
miR-27b regulates ASC-mediated suppression of CFSE-labeled allogeneic CD4^+^ T cell proliferation. (A) ASCs from Lewis rats were transfected with α-miR-27b or α-miRNC (25 µg/ml) for 24 h. Cells were harvested and the relative expression levels of CXCL12 mRNA were measured. Western blot analysis was also performed for CXCL12 and actin (as internal control). (B) A total of 2.5×10^−4^ purified splenic T cells were labeled with Carboxyfluorescein succinimidyl ester (CFSE). The cells were then cultured with Con A (1 µg/ml) (as 100% proliferation) and Con A + with different ratios of ASCs (1∶10, 1∶5, 1∶1, ASCs:T cells) with α-miR-27b or α-miRNC transfection. The cells were then stained with the anti-CD4 antibody, and proliferation was analyzed by FACS. A decrease in CFSE staining is an indication of proliferation. We quantified the percentage of CD4^+^ cells that have low levels of CFSE labeling. (C) Knocking out CXCL12 by siRNA transfection significantly impaired the suppressive actions of ASCs on T cell proliferation. Data are expressed as the mean ± SD of three independent experiments. *p<0.05; **p<0.01 compared with untreated ASCs.

## Discussion

There is a growing body of evidence on the immunosuppressive activity of MSCs demonstrating that MSCs of different origins suppress allo-activated immune cells [16]–[19]. Studies of the systemic gene expression changes that promote MSC-mediated immune modulation via microarray analysis are rare. However, these analyses would provide insight into new ways to achieve immunosuppression for transplants while MSCs are considered for clinical application. In this study, we proposed that specific intracellular signaling pathways modulate the gene expression important for the immunosuppressive properties of ASCs. These mechanisms are achieved through the regulation of TFs and TF-targeting miRNA interactions. We examined the differences in the LPS-induced mRNA expression response of ASCs from the acute rejection and spontaneous tolerance groups. We aimed to identify the genes that were differentially expressed between these groups and the significantly associated GO functional terms in integrating miRNA-targeted information. Our multi-step computational strategy for systematically predicting the TF-targeted miRNAs involved in the immunosuppressive function of the ASCs was based on enrichment analysis of miRNA annotations and functional terms. 

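Over all 9552 tested probes the first principal component, which separated the strains, held 56.9% of the variance, the second 18.4% and the third 9.73%. Average linkage, complete linkage and Euclidean distances each placed the 4 LEW and the 4 PVG arrays on opposite sides of the first split, at a height of 0.0390 with average linkage, where the next split came at 0.0263. Arrays of the same strain correlated with each other at 0.965 to 0.990 over 12 pairs, and arrays of different strains at 0.926 to 0.975 over 16 pairs, across probes, which are not independent replicates. Genes behind the first split included Ckb, the brain creatine kinase gene, which was 7.57-fold higher in PVG (log2 difference 2.92, standard error 0.22, adjusted p = 6.65e-05 from limma, n = 4 arrays per strain, detected on 3 of the 4 LEW arrays), and G0s2, the gene of an inhibitor of fat breakdown, which was 7.52-fold lower (log2 difference -2.91, standard error 0.18, adjusted p = 2.04e-05).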

Hierarchical clustering demonstrated that the differences observed in gene expression accounted for the genetic inheritance between the LEW and PVG groups was greater than those accounted for by the LPS exposure. The data consistency could be proved between the high stringency (358 genes) and less stringency (596 genes) criteria in Figure 1 and Figure 2, respectively, where the top-ranked gene group of pathway analysis for the 596 genes also mapped on the same core in gene network of direct interactions (p-value  = 1.059×10^−20^, Figure S2). The extensive modulation of the differentially expressed genes in the two rat groups show that the inherent ASC expression differences is part of a constellation of regulatory mechanisms and is unlikely to stand alone. These patterns imply that potent miRNA-mediated regulation may be involved at the post-transcriptional level. Our approach efficiently identified miR-27 among the chosen putative miRNA targets for further validation. The differential expression of miR-27b in the ASCs was observed through comparing between the LEW and PVG rats, and the ratio of miR-27b between LEW and PVG is 1.439 (LEW/PVG, p<0.05) by qRT-PCR (Figure S3A). However, the detailed mechanisms of how miR-27b regulates the immunosuppressive function of ASCs would be studied and further analysis is necessary to investigate the effectors responsible for modulating the production of cytokines/chemokines, allogeneic induction of regulatory T cells and stem cell differentiation.

Furthermore, of the 625 genes that were differentially expressed in the ASCs of the LEW or PVG groups with and without LPS stimulation, 20 genes exhibited cytokine activity-related functions. Seven genes were involved in G-protein coupled chemokine activity (see Table S1). These included 4 inflammatory genes, CCL2 (MCP-1), CCL7, CCL11 and CCL20. These genes were expressed at higher levels in the naïve LEW group and in response to LPS stimulation. These results suggest that the naïve PVG rats have suppressed inflammatory responses in comparison to the LEW group. 

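Ccl20 rose 18.3-fold with LPS over both strains (log2 difference 4.19, standard error 0.35, adjusted p = 0.000768 from limma, n = 4 arrays per treatment) and Ccl7 rose 4.14-fold (log2 difference 2.05, standard error 0.18, adjusted p = 0.000888). The LPS value of Ccl11 was 1.19 on the log2 scale (standard error 0.33, adjusted p = 0.137). Within PVG, Ccl7 rose 7.25-fold (log2 difference 2.86, standard error 0.25, adjusted p = 0.00229, n = 2 arrays per group), a call lost without the PVG control 48 h array (adjusted p up to 0.103), and in LEW it had a log2 difference of 1.25 (adjusted p = 0.0816), with an interaction of 1.61 (adjusted p = 0.999). In LPS-treated ASCs the log2 differences of PVG minus LEW were -0.24 for Ccl2, -0.26 for Ccl7, -1.27 for Ccl20 and -0.47 for Ccl11, with adjusted p = 0.383, 0.685, 0.208 and 0.687.

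**Figure D3:**
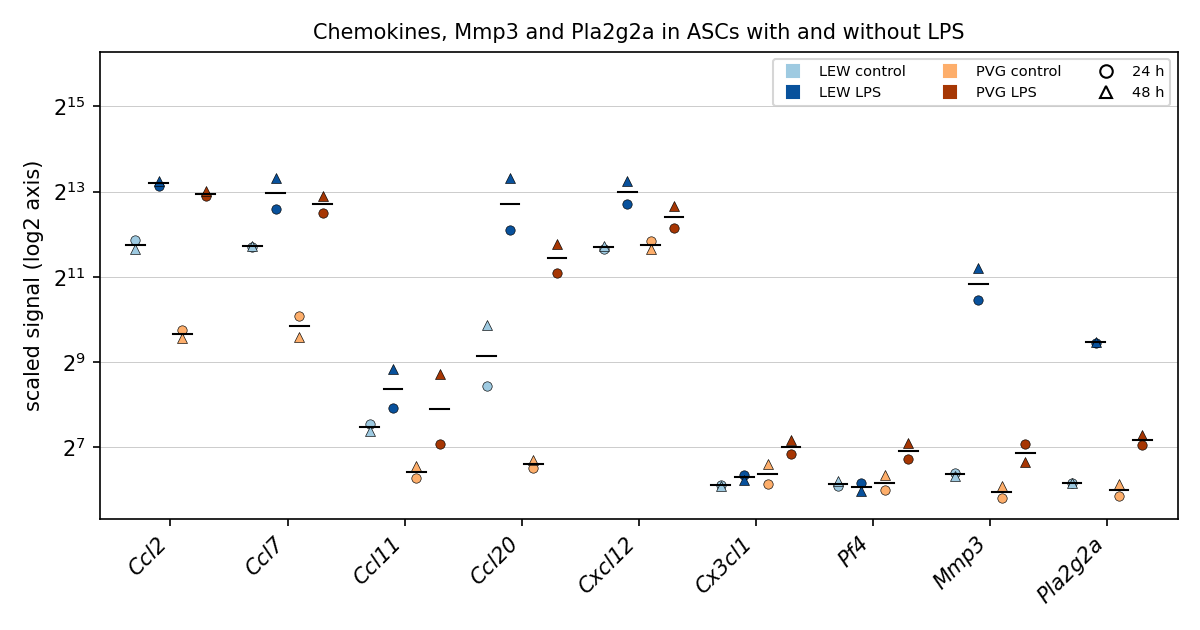
Scaled signal (log2 axis) of 9 chemokine and inflammation genes on each of the 8 arrays, with colours for strain and treatment, circles for 24 h, triangles for 48 h and bars for the mean of the 2 arrays. The control signals of Ccl20 lie below its LPS-treated signals, 18.3-fold on average.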

Interestingly, CXCL12 was differentially expressed between the LEW and PVG groups as well as between the LPS treatment groups. 

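Cxcl12 rose 1.96-fold with LPS over both strains (log2 difference 0.97, standard error 0.15, adjusted p = 0.0152 from limma, n = 4 arrays per treatment), a call lost without the LEW control 24 h, LEW control 48 h, PVG control 24 h or PVG control 48 h array (adjusted p up to 0.105). Within LEW it rose 2.45-fold (log2 difference 1.29, standard error 0.21, adjusted p = 0.0444, n = 2 arrays per group), a call lost without the LEW control 24 h, LEW control 48 h, LEW LPS 48 h, PVG control 24 h or PVG control 48 h array (adjusted p up to 0.208), and within PVG its log2 difference was 0.66 (adjusted p = 0.445). The PVG control arrays do not enter the difference within LEW, and leaving out either changes only the estimate of the spread. The interaction of strain and LPS was -0.64 (standard error 0.30, adjusted p = 0.999). In LPS-treated ASCs the log2 difference of PVG minus LEW was -0.58 (adjusted p = 0.181).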

The chemokine ligand 12 has a C-X-C motif or named stromal cell-derived factor-1 alpha (SDF-1α), which is known to be involved in the regulation of migration, survival as well as the development of multiple types of stromal stem cells. Quantitative RT-PCR was performed to validate the higher expression levels of CXCL12 in the ASCs of the PVG group compared to the LEW group.

CXCL12 is a major chemotactic factor for stem cells [20]. It is also cardio-protective after myocardial infarction [21], [22]. Several reports have shown that CXCL12 has multiple effects on myocardial structure and function, including cardioprotection, myogenesis, angiogenesis and anti-inflammation [21], [23]–[26]. Overexpression of CXCL12 in MSCs can repair the infarcted heart through the effects of CXCL12-mediated nutrition on cardiocytes and promotion of angiogenesis [27], [28]. CXCL12 can also enhance the survival of MSCs via the activation of Akt [29], [30]. Furthermore, murine and human studies have shown that SDF-1 and its receptor CXCR4 participate in the regulation of stem/progenitor cell trafficking, which elicits the signals required for their homing and recruitment to injured liver [31]–[34]. Local SDF-1 injection can efficiently increase the homing of bone marrow-derived MSCs to sites of traumatic injury and improve wound healing [35]. The protective role of CXCL12 in diet-induced atherosclerosis has been discovered recently [36]. Moreover, CXCL12 secreted from transplanted MSCs have neuroprotective effects *in vivo* and *in vitro*. The cardiac stem cell-derived paracrine action of CXCL12 is cardioprotective in *ex vivo* studies. These data suggest that CXCL12/SDF-1 may play a critical protective role in the healing of injured tissues and organ regeneration [37], [38]. Here we found that CXCL12 mRNA and protein expression were highly induced by miR-27b knockdown in LEW ASCs, and this induction is responsible for the inhibition of CD4^+^ T-cell proliferation in vitro. This finding is consistent with that of Lu et al. (2012) who found that miR-27b could suppress SDF-1α protein expression with direct interaction with its 3′UTR [39]. The miR-27b knockdown in ASCs from naïve PVG also induced CXCL12 expression and repressed T-cell proliferation, and the level of induced CXCL12 as well as the suppression of T-cell proliferation was significantly higher than those in ASCs from LEW (Figure S3B, C). Furthermore, overexpression of miR-27b on ASCs from both LEW and PVG significantly de-repressed the T-cell proliferation in co-culturing with ASCs from both LEW and PVG, and the CXCL12 expression was brought to similar levels with no significant difference. The relative level of miR-27b is significantly less in ASCs of naïve PVG, however is 4-time higher in PVG after OLT and drastically decreased upon LPS stimulation (Figure 3). In our unpublished data, we also observed that miR-27b-transfected ASCs from the LEW group enhanced the inhibitory effect on CD4^+^ T cells under inflammatory conditions. The drastic down-regulation of miR-27b after LPS treatment was only observed in ASCs isolated from DA-PVG recipients but not DA-LEW. This implies that the expression levels of CXCL12 may be crucial for the survival of transplanted rats, and indicating that miR-27b may play an important role in modulating the immunosuppressive and protective paracrine effects of CXCL12 on ASCs as well as other MSCs. The mechanisms underlying these complicated responses need further investigation. The miRNAs are important regulators of putative repair and protective mechanisms that may be important for the development of MSC-based therapy. It has been proposed that the therapeutic modulation of functional miRNAs in MSCs may improve cell survival and therapeutic efficacy either by mimicking or antagonizing miRNA activity [40]. Using a knowledge-based approach, we are the first to demonstrate that increased expression of several TFs under inflammatory conditions and the relative expression of miR-27b in the ASCs of the PVG and LEW rat groups are important mechanisms that regulate the cell differentiation and immunosuppressive function of ASCs. We propose that the higher level of miR-27b accumulation in the ASCs of the PVG group compared with those of the LEW group and its down-regulation upon allogeneic stimulation after OLT precisely regulate target expression and contribute to the immunosuppressive activity of ASCs. This regulation is critical for preventing processes such as differentiation and apoptosis and improving responsiveness to T cells. Our results provide the first evidence that miR-27b exhibits a regulatory role on ASC-mediated T-cell proliferation inhibition. Detailed functional analysis of miR-27b effects in ASCs would provide further insights into the pivotal role of miRNAs in mesenchymal stem cells.

## Materials and Methods

### Animals and ethics

Male DA (major histocompatibility complex haplotype RT1^a^) and PVG (RT1^c^) rats were obtained from Japan SLC (Hamamatsu, Japan) and the Institute of Laboratory Animals of the Graduate School of Medicine, Kyoto University (Kyoto, Japan) respectively. Male LEW (RT1^l^) rats of four-week old were obtained from the National Laboratory Animal Breeding and Research Center (Taipei, Taiwan). All of the animals were maintained in specific pathogen-free animal facilities with water and commercial rat food provided ad libitum. Our experimental design was reviewed and approved by the Institutional Animal Care and Use Committee of the Kaohsiung Chang Gung Memorial Hospital (approval No: 2009122102), and the Committee recognizes that the proposed animal experiment follows the Animal Protection Law by the Council of Agriculture, Executive Yuan, R.O.C. and the guideline as shown in the Guide for the Care and Use of Laboratory Animals as promulgated by the Institute of Laboratory Animal Resources, National Research Council, USA.

### Expression profiling and data generation

The microarray experiment was designed to compare gene expression profiles of ASCs with and without 1 µg/ml LPS treatment among four groups, i.e., LEW-C, PVG-C, LEW-LPS and PVG-LPS for 24 and 48 h. We collected twenty-four samples and carried out eight microarray experiments with 3 pooled samples in each array. Purified RNA from ASCs by Trizol® reagent (Life Technologies, Inc., Gaithersburg, MD, USA) was quantified using a NanoDrop spectrophotometer (Rockland, DE, USA). RNA integrity was verified with a BioAnalyzer 2100. Then, high quality RNA (RIN >7) 200 ng was transcribed into cDNA with a double reverse transcriptase-PCR technique, and *in vitro* transcription was performed to generate biotin-labeled cDNA for subsequent hybridization on RatRef-12 Expression BeadChip® (Illumina, San Diego, CA, USA). This chip contains 22,523 transcripts and variants, including 22,228 well-characterized rat genes selected primarily from the NCBI RefSeq database (Release 16), and was used in accordance with the manufacturer's instructions. The BeadChip was scanned on a high resolution Illumina BeadArray reader, using a two-channel, 0.8 μm resolution confocal laser scanner. Finally, gene expression analysis software was used for data analyses of differential expression profiles (GeneSpring GX software, version 10, Agilent Technologies). Microarray data for all the ASC samples have been deposited in the Gene Expression Omnibus (GEO) database. They are accessible through the GEO series web accession number GSE41262.

### Gene ontology (GO) classification and promoter analysis

Genes that were identified to be differentially expressed between LEW and PVG and significantly altered by LPS were classified into GO categories over-represented in our dataset in the context of the whole genome reference using GO Tool Box [41] with Benjamini & Hochberg correction from the hypergeometric test.

It is thought that genes with strongly correlated mRNA expression profiles are more likely to be regulated via the same control mechanisms. To detect the *cis*-regulatory binding elements that control the expression of altered genes in the specific clusters, we applied EXPANDER software [42] for promoter analysis. 3 kb upstream regions from the transcription start site of such genes in a cluster were retrieved using Ensembl [43] and the transcription factor binding within this region was determined using PRIMA program in EXPANDER package that detects over-represented binding motifs of known TFs in the cluster relative to background (TF enrichment is indicated by p-value). The enrichment factor is the ratio between the prevalence of the TF hits in the clustered genes and in the background set of promoters.

### miRNA Target prediction and enrichment analysis

The targeting miRNAs for selected TF genes were predicted by two published algorithms and the data was retrieved from the public websites (TargetScan, http://targetscan.org; miRanda, http://microrna.snager.ac.uk). The number of targeted TF genes predicted by both algorithms was summarized for all the conserved targeting miRNAs. The correlation between each predicted miRNA and its associated targets was evaluated by over-representation analysis using the FAME algorithm of EXPANDER package [44]. An empirical enrichment p-value for each pair of predicted miRNA and the gene group was computed with its associated functional (GO) term.

### Isolation of adipose-derived mesenchymal stem cells (ASCs) from rat and human tissues

Eight- to 12- week-old female Lewis rats were used for the isolation of rat ASCs. Adipose tissue cells were isolated from rat inguinal and interscapular adipose tissues. Briefly, the adipose tissue was dissociated mechanically and digested at 37°C in HBSS buffer (Gibco) containing 1 mg/ml collagenase I (Sigma) for 20 min. After digestion, the contents were filtered with a 100 μm filter prior to centrifugation at 800× g for 10 min at room temperature. The cell pellet was resuspended in washing buffer (PBS with 1% FBS) and then centrifuged again at 800× g for 5 min at room temperature. After being resuspended again in washing buffer and filtered through a 25 μm filter, mature adipocytes were separated from the stromal fraction by centrifugation (800× g for 10 min) at room temperature. The pellet was resuspended in culture medium and an aliquot of the cell suspension was then seeded (10,000 cells/cm^2^) in Dulbecco's modified Eagle's medium (DMEM; Gibco) with 10% fetal bovine serum (FBS; Gibco) medium and maintained in a 5% CO_2_ and humidified atmosphere. Twenty-four hours after plating, all non-adherent cells were removed by changing the medium. Sub-confluent ASCs were obtained after 5 days.

### Preparation of primary CD4^+^ T cells

Using standard protocols, primary T cells were prepared from spleens that had been collected aseptically from euthanatized DA rats. For T lymphocyte cultures, single-cell suspensions were prepared by pushing the tissue pieces through a nylon mesh screen (BD Bioscience), washing once with phosphate-buffered saline (PBS) containing 0.5% bovine serum albumin (BSA), lysing erythrocytes by incubation in a lysis buffer (BioWhittaker) for 5 min, and washing again with PBS. The splenocytes were then incubated with anti-CD4 MicroBeads (Miltenyi Biotec, Germany) for 15 min at 4–8°C, washed, resuspended in 500 µl of buffer, and loaded onto the MACS columns for the positive selection of CD4^+^ T lymphocytes. To activate the rat lymphocytes, concanavalin A (ConA) (Sigma) was added at a final concentration of 10 mg/ml. After an overnight incubation, the cells were washed twice with PBS and then resuspended in fresh medium.

### Reagents and transient transfection with microRNA antagomir and small interfering RNA

The endotoxin (lipopolysaccharide, LPS) was purchased from Sigma (St Louis, MO, USA). miRNA antagomir was purchased from Ambion (Austin, TX, USA). The small interfering RNA (siRNA) for CXCL12 used in the present study were purchased from Sigma-Aldrich, Inc. ASCs were cultured in basal media consisting of DMEM supplemented with 2 mM L-glutamine and 10% FBS until the cells reached 60% confluency; cells were then transfected with the miR-27b antagomir (α-miR-27), the anti-miR negative control (α-miRNC, Ambion) or CXCL12 siRNA using TurboFect^TM^ siRNA Transfection Reagent (Fermentas Life Science) according to the manufacturer's protocol. Then, the medium was changed to fresh DMEM with 10% FBS, and the cells were incubated for another 48 h. The knockdown efficiency was assessed by measuring the mRNA expression levels. The efficiency of the CXCL12 knockdown was more than 95% as measured by mRNA levels.

### RNA isolation and quantitative RT-PCR

Quantitative RT-PCR was performed for validation of gene expression microarray data. Total RNA was isolated from the cells using the RNeasy kit from Qiagen (Valencia, CA, USA) according to the manufacturer's protocol. Reverse transcription was performed with 1 μg RNA using the First-Strand cDNA synthesis kit (Promega, Madison, WI, USA) or the miScript Reverse Transcription Kit (Qiagen) for the transcription of miRNA as described by the manufacturer. The quantitative RT-PCR reaction was performed on an ABI 7500 Fast Real-Time PCR System with the SDS 1.4 program using the ABI TaqMan Fast Universal PCR master mix or the TaqMan Universal PCR master mix for miRNA (Applied Biosystems, Foster, CA, USA). The primers and TaqMan MGB probes were obtained from Applied Biosystems, and the final concentration of primers and probes was 300 nM and 250 nM, respectively. The cycling profile for each run was 95°C for 20 seconds and 40 cycles of 95°C for 3 seconds followed by 60°C for 30 seconds using the default ramp rate. The normalization was performed with rat Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) primers. For miRNA, the primers and TaqMan probes for miR-27b (P/N: 44279775, ID: 000409) and U6 snRNA (P/N: 44279775, ID: 001973) were obtained from Applied Biosystems. The cycling profile for each run was 50°C for 2 minutes, 95°C for 10 minutes and 40 cycles of 95°C for 15 seconds followed by 60°C for 1 minute using the default ramp rate. The normalization was performed with U6 snRNA primers. Comparative RT-PCR data including non-template controls was done in triplicate. The fold increase in the expression of cytokine mRNA was calculated with the comparative 2^−ΔΔCt^ method.

### Data analysis and statistics

The fluorescence intensities from array scans were averaged across all gene probes on each array using the Percentile shift algorithm to process and normalize raw data from microarray gene chips. For the normalization of raw data, all signal values were log transformed (log base 2), each measurement was divided by the 75.0th percentile of all measurements in that sample, and each gene was divided by the median of its measurements in all samples. The results from eight arrays were analyzed by Mann-Whitney un-paired test or 2-way ANOVA and a Benjamini and Hochberg false discovery rate (FDR) multiple gene correction was applied.

Each experiment of other analyses was performed three times, and the statistical significance of the data was calculated using Student's *t*-test. A value of p<0.05 was considered to indicate statistical significance.

## Supporting Information

Figure S1 **Quantitative validation of gene expression levels by RT-PCR.** (A) 7 selected genes from the significantly associated GO term “G protein-coupled receptor activity” with immune-related function, and (B) 9 TF genes identified from the promoter enrichment analysis successfully represented significant differences between ASCs of LEW and PVG by quantitative RT-PCR. The results (fold changes) are also shown in Table 5 by given in parentheses. *p<0.05 and **p<0.01 compared with untreated ASCs.
(TIF)

Figure S2 **The top interacting network analyzed among the shared genes identified by the comparisons with less stringent statistical criteria.** The functional interaction networks among the intersected 596 genes with less stringent criteria and showed in Fig. 2, were analyzed using the significant pathway analysis tool in Genespring GX. The top networks of significant “direct interactions” and their associated p-values are also indicated.
(TIF)

Figure S3 **Differential expression of miR-27b but not miR-27a between ASCs of LEW and PVG negatively regulated CXCL12 expression and the suppression of CD4^+^ T-cell proliferation.** (A) The expression of miR-27a and miR-27b were analyzed in ASCs from LEW and PVG by quantitative RT-PCR. Each miRNA expression was normalized with U6. All results are expressed as the mean ± SD from three independent experiments. *p<0.05 compared with LEW ASCs as control. (B) ASCs from LEW and PVG rats were transfected with α-miR-27b, α-miRNC or miR-27b-mimic (25 µg/ml) for 24 h. Cells were harvested and the relative expression levels of CXCL12 mRNA were measured. (C) A total of 2.5×10^−4^ purified splenic T cells were labeled with CFSE. The cells were then cultured with Con A (1 µg/ml) (as 100% proliferation) and Con A plus with LEW or PVG ASCs (1∶10, ASCs:T cells) with α-miR-27b, α-miRNC or miR-27b-mimic transfection. The cells were then stained with the anti-CD4 antibody, and proliferation was analyzed by FACS. A decrease in CFSE staining is an indication of proliferation. We quantified the percentage of CD4^+^ cells that have low levels of CFSE labeling. *p<0.05 and **p<0.01 compared with untreated ASCs.
(TIF)

Table S1 **TeqMan probe-based assays used in quantitative RT-PCR validation.**
(DOCX)

# Supplementary material for: Identification of miR-27b as a Novel Signature from the mRNA Profiles of Adipose-Derived Mesenchymal Stem Cells Involved in the Tolerogenic Response
**Source:** PLoS One. 2013 Apr 16;8(4):e60492. doi: 10.1371/journal.pone.0060492
**Supplement:** Table S1 — TeqMan probe-based assays used in quantitative RT-PCR validation.

**Table S1. TeqMan probe-based assays used in quantitative RT-PCR validation.**

| **Gene Symbol** | **Gene Expression Assay** | **Gene Name** |
| --- | --- | --- |
| CCL11 | Rn00569995_m1 | chemokine (C-C motif) ligand 11 |
| CCL20 | Rn00570287_m1 | chemokine (C-C motif) ligand 20 |
| CCL7 | Rn01467286_m1 | chemokine (C-C motif) ligand 7 |
| CCL2 | Rn00580555_m1 | chemokine (C-C motif) ligand 2 |
| CXCL12 | Rn00573260_m1 | chemokine (C-X-C motif) ligand 12 |
| CX3CL1 | Rn00593186_m1 | chemokine (C-X3-C motif) ligand 1 |
| PF4 | Rn01768297_g1 | platelet factor 4 |
| PPARG | Rn00440945_m1 | peroxisome proliferator-activated receptor gamma |
| RXRA | Rn00441185_m1 | retinoid X receptor, alpha |
| NFATC4 | Rn01488729_m1 | nuclear factor of activated T cells, cytoplasmic, calcineurin dependent 4 |
| EGR1 | Rn00561138_m1 | early growth response 1 |
| GATA2 | Rn00583735_m1 | GATA binding protein 2 |
| MYCN | Rn01473353_m1 | v-mycmyelocytomatosis viral related oncogene, neuroblastoma derived |
| NKX2-5 | Rn00586428_m1 | NK2 homeobox 5 |
| SREBF1 | Rn01495769_m1 | sterol regulatory element binding transcription factor 1 |
| NFE2L2 | Rn00477784_m1 | nuclear factor, erythroid derived 2, like 2 |

How the deposited data were processed for this re-analysis (not part of the article)

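ASCs of LEW and PVG rats were profiled on 8 Illumina RatRef-12 arrays, without or with LPS at 1 µg/ml for 24 h or 48 h, with the RNA of 3 rats pooled per array. Per the file headers, the authors deposited signal intensities, bead summaries of each probe on a linear scale that were neither background-subtracted nor normalized between arrays. The authors also deposited a detection p-value for each probe and array, computed against the negative controls of the same array before deposit. A second deposited table holds intensities that the authors normalized between arrays. Its values have equal quantiles on all arrays and keep the order of the probes within each array, so they are quantile-normalized linear signals and not the log2 values centred per gene that the methods describe.

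The signals were scaled to a common 75th percentile, floored at 16, which changed no value, and taken to the log2 scale. Probes with a detection p under 0.05 on both arrays of at least 1 of the 4 groups of strain and treatment were kept, 9552 of 22523. Of all probes, 13793 had a gene symbol and 8730 had none. The 24 h and 48 h arrays were the 2 arrays of each group, and 1 fit of limma 3.58.1 in R 4.3.3 over the 4 group means gave the strain difference, the LPS response, both within each group, and the interaction. A Benjamini-Hochberg adjusted p under 0.05 over the kept probes counted as passing. Folds between single arrays used a threshold of 1.5. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

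Fixed lists of pathway genes and cell type markers, 27 in all, were tested with camera at a preset correlation of 0.01, and with an estimated correlation as an alternative. Lists taken from the tables of the study were tested as a separate family. Some fixed lists, such as those of chemokines and contractile genes, share genes with the study's tables and are only partly independent of them. Each gene was represented by its brightest probe. The genes named are those of the study's tables, whose values had been seen, the 12 probes with the largest change in each direction among those passing and moving the same way at both time points, and up to 4 members of each list with the smallest p. The genes named for signal levels and detection were chosen after their values were seen.

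The whole procedure was tested on simulated data of the same design with 200 changed probes, in which 12 further probes passed for strain and 5 for the interaction. Alternatives covered background correction with neqc (offset 16) or normexp (offset 50), quantile normalization, the authors' second table, a floor of 64, other detection filters, the time point as a block, an additive fit, an intensity trend in limma, the methods' 2-way analysis of variance without moderation, and leaving out each array in turn. An array left alone in its group was assumed to vary like the others. The signal over background and the number of arrays limit the precision. The qRT-PCR, microRNA, transplantation and T-cell experiments have no deposited file and were left out.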

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

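Tests chosen only after the result was seen were those of pericyte markers, of the directions of the positional genes, of sequence variants for the contractile genes and for the 3 interaction genes, and of the time point.

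Contractile genes were higher in PVG ASCs, with 19 of 24 passing and none lower in limma, in data that the paper does not discuss as a group. Strain sequence variants under the probes stay open, since 0 of the genes that passed had a second probe among those tested. Another share of inguinal and interscapular fat in the preparations stays open too: 60% of the measured positional genes (6 of 10) passed over their list alone, which met the criterion set beforehand for this explanation. However, all 6 were genes listed for the hind region, 3 higher and 3 lower in PVG, and neither of the 2 genes listed for the shoulder passed. Smooth muscle cells or pericytes among the PVG cells stay open: the pericyte markers had a median log2 difference of -0.36, but Cspg4 was higher and Anpep and Rgs4 were lower, and a strain difference of the ASCs themselves was not tested.

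Ccl2 responded more to LPS in PVG ASCs, with an interaction of 1.86 on the log2 scale. Saturation of its probe in LEW ASCs would hide a response there, but the highest Ccl2 signal in LEW was 18.8% of the highest signal of that array. For strain sequence variants, Ccl2 had 0 second probes among those tested. A variant that dims 1 strain would shrink its response on the log2 scale only near the background. Ccl2 was detected on all 4 arrays of each strain, and its control signal was higher in LEW than in PVG. After neqc the interaction was 2.03. These values argue against a dimmed LEW probe as the cause of the weaker Ccl2 response there. The call was lost without either LEW control array or any 1 of the 4 PVG arrays, with adjusted p up to 0.31 without the PVG control 48 h array.

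Mmp3 and Pla2g2a responded less in PVG ASCs, with interactions of -3.57 and -2.13. After background correction with neqc the interactions were at least 1.22 times as large, yet both genes were undetected on the 2 PVG control arrays, and Pla2g2a on the 2 LEW control arrays, so that the sizes depend on the background and a sequence variant under the PVG probe cannot be told apart from a weaker response. Both calls were lost without either LEW control array or any 1 of the 4 PVG arrays, with adjusted p up to 0.414 for Mmp3 and 0.266 for Pla2g2a without the PVG control 48 h array.

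The ratio of the 75th percentile to the median was 1.89 on the PVG control 24 h array, apart from the other 7 arrays by Dixon's 95% criterion, which chance exceeds in about 1 of 20 groups for a single measure. Several measures were checked, so that chance exceeds it more often in at least 1 of them. The 75th percentile also scaled the signals. At 24 h in PVG, 184 probes rose and 217 fell at least 1.5-fold with LPS, against 205 and 120 after quantile normalization.

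Among genes that the paper does not discuss, 11 of 26 MHC and antigen presentation genes were higher in PVG and 8 lower (camera adjusted p = 0.259). The paper lists different MHC haplotypes for PVG and LEW, so that for the RT1 genes a sequence variant under the probe cannot be told apart from a difference in expression.

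With LPS, 14 hypoxia and glycolysis genes were higher.

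At 48 h, 39 of 42 cell cycle genes were lower than at 24 h.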

How the results depend on the processing

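Alternatives added after the data were seen were the detection p under 0.4 for the fold lists and overlaps, the additive analysis of variance there, and the 24 h values of the authors' second table. Counts are in the order strain difference, strain in control, strain in LPS-treated ASCs, LPS, LPS in LEW, LPS in PVG and interaction. The time point as a block gave 2232, 1216, 1189, 585, 336, 172 and 6. The methods' analysis of variance gave 465, 77, 63, 9, 4, 4 and 0, where the interaction had 301 probes at an unadjusted p under 0.05 (253 in limma), and 427 probes in at least 2 of the 3 lists. Without a detection filter, LPS gave 340, LPS in LEW 174, LPS in PVG 106, the interaction 6 and the ratio of variance shares 2.28. With detection on all 8 arrays, which tests fewer probes, LPS in LEW gave 16, the interaction 1, the detected probes 7471 and the ratio 2.66. With neqc the interaction gave 5, the fold lists 1439 (strain) and 1493 (LPS), and the overlap 1306. A fold threshold of 2 gave 253 and 107, the 48 h arrays a strain fold list of 1275 and a variance ratio of 2.15, and a detection p under 0.4 detected 20167 probes. The added overlaps were 302 with and 411 without the interaction term. With an estimated correlation 4 of 189 list tests passed, against 46.

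Leaving out 1 array gave 851 (without LEW control 48 h) to 1815 (without LEW LPS 24 h), 253 (without PVG control 24 h) to 839 (without LEW LPS 24 h), 232 (without PVG LPS 24 h) to 989 (without LEW LPS 24 h), 29 (without PVG control 48 h) to 482 (without LEW LPS 24 h), 14 (without PVG control 24 h or 48 h) to 306 (without LEW LPS 24 h), 6 (without PVG control 48 h) to 105 (without LEW LPS 24 h or 48 h) and 0 (without any array but the LEW LPS arrays) to 34 (without LEW LPS 24 h), with 5 without LEW LPS 48 h. No scaled signal lay below 16, so that a floor of 1 gives the same values. The first split of the array tree kept the strains apart under average linkage, complete linkage and Euclidean distance. Signal over background limits what can be called near the detection threshold.

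List tests that reversed, with their adjusted p and its range when 1 array was left out, were these, and the cause was not tested. Leaving out 1 array leaves its group at 1 time point. A difference with that group then also holds the change from 24 h to 48 h, which had a median of -1.02 on the log2 scale for cell cycle genes. For cell cycle genes: strain by LPS interaction it was 0.0473 without LEW control 24 h, 1.32e-05 without LEW LPS 48 h and 0.00299 without PVG LPS 24 h, up to 0.121 without PVG control 48 h. For cell cycle genes: LPS response in LEW it was 0.00109 without LEW LPS 48 h, from 7.51e-08 without LEW LPS 24 h to 0.247 without LEW control 24 h. For cell cycle genes: LPS response in PVG it was 0.0265 without PVG control 24 h and 0.00227 without PVG LPS 48 h, from 2.41e-07 without PVG LPS 24 h to 0.28 without LEW control 24 h. For smooth muscle and contractile genes: strain by LPS interaction it was 0.0407 without LEW LPS 48 h, from 0.00398 without LEW LPS 24 h to 0.92 without PVG control 24 h.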

Differences from the paper's values

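Alternatives added after seeing the values are named as such. A count or fold change over 1.5 times above or below the paper's counted as different, a fold change only where the gap also exceeded the standard deviation of its 24 h and 48 h values, and a setting that brought it within 1.5 times can still leave a gap.

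The paper reports 20177 probes detected (89.6%), against 11548 (51.3%) here at a detection p under 0.05. A detection p under 0.4 (20167) and one under 0.2 (16132) lay within 1.5 times of the paper's count, and under 0.01, under 0.1 and on all 8 arrays did not. The paper's flag threshold for probes is not stated in its text.

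The paper reports 287 transcripts past its test, against 1525 here with limma. Its methods do not name the factors of the analysis of variance, and it started from 20177 probes. The analysis of variance run here took strain and LPS as factors over 9552 probes, so that it is not a rerun of the paper's test. The methods' analysis of variance (468), the authors' second table (1573) and neqc (1628) did not come within 1.5 times, an analysis of variance over probes with a detection p under 0.4 (150), chosen after seeing the values, did not either, and the same without the interaction term (382), also chosen after seeing the values, did.

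For the test and the strain fold list the paper reports 191 shared transcripts, against 637 here, for the test and the LPS fold list 85, against 306, and for all 3 lists 62, against 173. The methods' analysis of variance came within 1.5 times for each of these (277, 80 and 68), and the authors' second table (624, 261 and 153) and neqc (959, 481 and 306) did not. The analysis of variance without the interaction term and with a detection p under 0.4, chosen after seeing the values, came within 1.5 times for each (255, 60 and 55), and the one with the interaction term, chosen after seeing the values, did not (115, 31 and 25). How many of the paper's called transcripts these settings drop is not known, since the paper's text does not name all of them.

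For transcripts in at least 2 lists the paper reports 358, against 803 here. The methods' analysis of variance (427) came within 1.5 times, as did both analyses of variance chosen after seeing the values (302 and 411), and the authors' second table (775) and neqc (1306) did not.

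The values here for CXCL12 span both time points, whereas the tabled fold changes of the paper lie closest to those of the 24 h arrays. The paper also reports higher CXCL12 in PVG than in LEW ASCs by qRT-PCR, which was left out here. The paper's fold change of CXCL12 between LPS-treated and control LEW ASCs is 1.077, against 2.45 here and 2.08 at 24 h, and none of the alternatives came within 1.5 times, with values from 2.03 to 2.95. The paper's ratio of LEW to PVG control ASCs for CXCL12 is 0.634, against 0.960 here, which spans 0.884 at 24 h and 1.04 at 48 h. The 24 h arrays alone, normexp, and leaving out the LEW control 48 h or the PVG control 48 h array came within 1.5 times, as did the 24 h arrays of the authors' second table, chosen after seeing the values, and the other 11 did not, and 0.884 was the lowest value of any alternative.

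Over the 123 fold changes of the study's tables, 116 lay within 1.5-fold of the values here, 5 of the other 7 differed by less than the spread of the 24 h and 48 h values (1 each of ACTG2, IL1A, HP, CCL11 and CCL20), and 120 within 1.5-fold of those of the 24 h arrays. The paper's table places Gadd45a under the genes higher in PVG, but its own fold changes there are lower in PVG, as is the log2 difference of -1.33 here, and the other 8 tested genes of that list were higher. The paper states that cluster 1 was not obviously altered by LPS, and 2 of its 9 genes fell here in limma, Tgfb3 and Fhl2. The call of Tgfb3 was lost without the LEW control 24 h array or any 1 of the 4 PVG arrays (adjusted p up to 0.163), that of Fhl2 without the LEW control 48 h, PVG control 24 h, PVG control 48 h or PVG LPS 48 h array (adjusted p up to 0.105), and the methods' analysis of variance passed 0 of the 9 (3 at an unadjusted p under 0.05, 4 in limma). Within LEW and within PVG limma passed 0 (3 and 2 at an unadjusted p under 0.05, 0 in the methods' analysis of variance, 3 and 1 with the time point as a block).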

Other observations

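Tests of the time point were chosen only after the result was seen. Genes of cell division were lower at 48 h than at 24 h in the ASCs of both strains, with and without LPS. Rrm2, a subunit gene of ribonucleotide reductase, fell from 24 h to 48 h (log2 difference -2.01, standard error 0.11, adjusted p = 2.95e-05 from limma, n = 4 arrays per time point), as did Cks2, a partner gene of cyclin-dependent kinases (log2 difference -1.58, standard error 0.09, adjusted p = 2.95e-05 from limma), and Ccna2, the cyclin A2 gene (log2 difference -1.41, standard error 0.11, adjusted p = 0.000138 from limma). Of 42 cell cycle genes, 39 were lower at 48 h, with a median of -1.02, and 41 of 42 in LEW control ASCs and all 42 in each of the other 3 groups had a lower value at 48 h (camera adjusted p = 1.65e-57, and adjusted p = 0.4 with an estimated correlation). In all, 375 probes differed between the time points, 127 higher and 248 lower at 48 h.

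Genes of body position also differed between the strains. Of 10 measured positional genes, Hoxb7 was 1.06 lower on the log2 scale in PVG ASCs and Hoxa7 0.66 higher, both detected on all 8 arrays.

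The 35 splits of the 8 arrays into 4 and 4 tested the counts in a fit without the interaction. For strain, 1 split, the real one with 1583 probes, called as many, and the highest other split called 42. Every other split left the strain difference, in whole or in part, in its residual spread, so that its count was bound to be low. The splits also do not measure the spread between rats, so that they cannot exclude a chance difference between the pools. For LPS, 2 splits called as many as the real one with 206 probes, and the highest other, with 1230, was the split by strain, which points to a structure of the samples, so that the share of splits does not exclude chance. Apart from the splits by strain and by time (141 probes), the highest other split called 0.

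Sequence variants under the probes may account for single strain differences, but 88.5% of the other probes of called genes had the same sign (23 of 26, exact 95% interval 69.8% to 97.6%). For the genes covered, this argues against variants as the sole cause. Only 24 of the 1138 named genes called for strain had another tested probe, so that the share of the whole count due to variants stays open. Of the 26, only 8 also passed, and their median size in the direction of the called probe was 0.19 on the log2 scale against 0.57 for the called probes, so that variants stay open for single genes.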
